# KRT5^high^ TP63-expressing urothelial basal cells act as a driver to bladder urothelium regeneration in rabbit

**DOI:** 10.1186/s13287-025-04417-z

**Published:** 2025-06-07

**Authors:** Jiasheng Chen, Mingming Yu, Lin Wang, Hua Xie, Yiqing Lv, Yichen Huang, Yue Hong, Fang Chen

**Keywords:** Bladder urothelium regeneration, Urothelial basal cell, Tissue engineering, Cell sheet, Capsule vascular bed

## Abstract

**Background:**

Urothelial regeneration is a crucial part of bladder tissue engineering. However, there is a lack of ideal “seed cells” in current practices. Here, we demonstrated that a sub-population of p63 positive basal cells could be activated and differentiate into intermediate and superficial umbrella cells after full-thickness mucosal resection in rabbit.

**Methods:**

A focal mucosal resection model was used to characterize the role of different urothelial cells during regeneration. Urothelial basal cells were isolated from rabbit bladder mucosa and cultured in vitro. The basal cells were then transplanted in vivo in a manner of cell sheet for reconstruction.

**Results:**

Via single-cell RNA sequencing (scRNA-seq), it has been confirmed that the cluster of KRT5^high^ TP63-expressing cells possesses a ‘‘stemness’’ signature which can give rise to lineage cell types sequentially. With a strong support from the underneath pre-set capsule vascular bed, the transplanted cell sheet could develop into a physio-morphology resembled to the native mucosa in vivo. Importantly, we validated that the bioengineered urothelium implemented perfect barrier function after implanted to bladder.

**Conclusions:**

In summary, bioengineering urothelium with KRT5^high^ TP63-expressing basal cells on a capsule vascular bed offers a promising strategy for bladder tissue engineering and provides a model for drug screening and bladder disease research.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-025-04417-z.

## Introduction

The bladder lumen is lined by urothelium, a transitional epithelium consisting of three cell types: superficial umbrella cell, intermediate cell and basal cell [1]. The primary role of urothelium is to generate a robust barrier to protect underlying tissue from toxic substances within hypertonic urine. Bladder reconstruction is desired in various clinical scenarios, such as bladder cancer, congenital malformations, neuropathic bladder, trauma, infection or inflammation [2]. Currently, gastrointestinal segments remain the primary source of material for bladder reconstruction, however, the transposed intestine segments maintain an absorptive and mucus-producing epithelium after replacing the bladder, which lead to numerous clinical complications including metabolic disturbance, stone formation, chronic infections and secondary malignancies [3]. As the field of tissue engineering advances, bioengineered bladder is expected to replace gastrointestinal tissue as a new gold standard for bladder reconstruction. Although the generation of a bioengineered tissue with a morphology similar to that of the native bladder has already been accomplished, the restoration of a functional bladder using this strategy has not been achieved so far, which is hindering the application of bioengineered bladder in clinical settings. Urothelial regeneration is a crucial part of bladder tissue engineering as any leakage of urine into the underlying tissues may provoke a fibrotic outcome associated with randomly organized collagen fibres, muscle contraction, and compromised bladder capacity [4]. Thus, to establish a strategy enabling efficient bladder full-thickness reconstruction with functional urothelium is of clinical importance, particularly in cases requiring to construct a neobladder.

Despite differentiated urothelial cells obtained from biopsies being used for the generation of bioengineered urothelium with barrier function, these cells present limited capacity for proliferation and differentiation in vitro [5–8]. Mesenchymal stem cells (MSCs) derived from bone marrow or adipose tissue have been explored towards urothelial cell differentiation, however, none of them displayed urothelial-oriented potential and the regenerated tissue generally lacked typical urothelium markers [9, 10]. Although induced pluripotent stem cells (iPSCs) and embryonic stem cells (ESCs) can differentiate into functional urothelial cells, considerations of preparation efficiency, tumorigenic risk and ethical issues restrict its wide application [11, 12].

Normally, the adult urothelium is quiescent with a turnover rate of 3–6 months, whereas urothelium shows rapid proliferation and differentiation in response to damage, and the protective barrier is soon restored [13, 14]. Several lines of evidence support the existence of dedicated stem/progenitor cell populations in adult bladder urothelium that mediate its renewal during normal homeostasis and repair after injury [15]. In adult rodent, label-retaining study demonstrated that slow-cycling label-retaining cells (LRCs) located in the basal layer of the bladder urothelium may be the putative stem/progenitor cells [16, 17], but another study indicated that uropathogenic Escherichia coli (UPEC) inoculation induced the proliferation of LRCs within both basal cell and intermediate cell layers [18]. Furthermore, lineage tracing studies indicated that Krt5 positive basal cell and uroplakin (Upk) positive intermediate cell both or individual can serve as stem/progenitor cells engaging in urothelial regeneration after injury, which depending on the type or severity of injury [19–22]. Overall, these studies suggested a presence of tissue-specific stem/progenitor cells within bladder urothelium whilst their location and true identity remain controversial. To this end, if the putative stem/progenitor cells can be identified, isolated and expanded, it would be a new option for bioengineered urothelium.

In the current work, to assess the feasibility and provide pre-clinical evidence, we applied rabbit for experiment rather than rodent, reaching a better correlation to clinical significance due to the regeneration size. Via histological methodology and 5-bromo-2-deoxyuridine (BrdU) labeling, we evidently demonstrated that Krt5 positive basal cells, serving as stem/progenitor cells, can be activated and differentiate into intermediate and superficial umbrella cells after full-thickness mucosal resection in a rabbit model. Then, single-cell RNA sequencing (scRNA-seq) data proved that the cluster of KRT5^high^ TP63-expressing cells with a ‘‘stemness’’ signature can give rise to intermediate and umbrella populations sequentially in normal and mucosa injured conditions. Most importantly, for the first time we successfully isolated and expanded KRT5^high^ TP63-expressing basal cells in vitro and explored the feasibility of autologous KRT5^high^ TP63-expressing basal cells transplantation for urothelial regeneration.

## Materials and methods

### Experimental animals

Adult New Zealand rabbits weighing 2.5–3.0 kg were obtained from the Animal Laboratory of the Shanghai Sixth People’s Hospital and raised under clean conditions with separate cage. Immunodeficient NOD-PrkdcscidIl2rgem1/Smoc (NSG) mice were provided by Shanghai Model Organisms. All animal experimental procedures were conducted under IACUC guidelines and approved by the IACUC committee of Shanghai Children’s Hospital. The rabbits were anesthetized with an intravenous injection of 20–30 mg/kg sodium pentobarbital before surgery and euthanized with an overdose of pentobarbital when needed. Obvious complications such as infection, wound disruption or poor healing at any point throughout the whole process were criteria for exclusion. The work has been reported in line with the ARRIVE guidelines 2.0.

### Generation of focal mucosal resection model

Rabbits were anesthetized with 2% pentobarbital sodium (30 mg/kg, Sigma), and a low midline laparotomy incision was made to expose the bladder. The bladder dome was opened and four 5 − 0 polypropylene (Prolene^®^, Ethicon Inc.) nonresorbable marking sutures were placed into the posterior of bladder wall to demarcate a 2 × 2 cm wound site. Incisions were performed around the wound region, then the mucosa was resected from the bladder surface (Fig. S1). Bladder was closed in one layer using 5 − 0 polyglactin continuous sutures. An 8 Fr transurethral polyurethane catheter was placed, and the wound were closed in layers using a routine method. Rabbits were euthanized at 2 days, 1 week, 2 weeks, and 4 weeks post operation. Tissue specimens from the injured region of bladder were subjected to histological staining analyses as detailed below.

### BrdU incorporation

For short term BrdU label-retaining experiment, 6 adult New Zealand rabbits were injured as described above and injected intraperitoneally with BrdU (Sigma) 50 mg/kg body weight at 2 days post-surgery, then 3 of them were sacrificed 6 h after and the other 3 were euthanized at 1 week post-surgery. For long term BrdU label-retaining experiment, 6 adult New Zealand rabbits were injected intraperitoneally with BrdU 50 mg/kg body weight per day for 7 days. Thereafter 3 of them were euthanized 4 months later and the other 3 were injured as described, which were killed another 4 weeks after. Tissue specimens from normal and injured region of bladder were subjected to histological staining analyses.

### Histological staining

All tissue specimens were fixed with 4% paraformaldehyde and paraffin-embedded. Serial sections (5 μm) were cut in the center of the tissue along the longest axis and evaluated by hematoxylin-eosin (H&E) and immunofluorescence (IF) staining. For IF staining, the sections were heated in citrate sodium antigen retrieval buffer for antigen retrieval and labeled with the primary antibodies as listed below: mouse anti-p63 (Abcam, ab735), rabbit anti-Krt5 (Abcam, ab193894), rabbit anti-Krt20 (Abcam, ab76126), rabbit antiKi67 (Abcam, ab15580) and rat anti-BrdU (Abcam, ab6326), mouse anti-Upk3a (Santa Cruz, sc-166808), and mouse anti-Zo-1 (Invitrogen, 33-9100). They were then incubated with secondary antibodies and counterstained with 4’6-diamidino-2-phenylindole (DAPI). The slides were viewed and photographed using Leica DM6 upright digital microscope (Leica Application Suite X software) and the entire IF images were captured using NanoZoomer S210 Digital slide scanner.

### Rabbit urothelial cells isolation and KRT5^high^ TP63-expressing basal cells culture

Rabbit was anesthetized and bladder was exposed as aforementioned. A small opening was cut into the exposed muscle layer and bluntly separated from its underlying mucosa layer with a curved clamp, then a 2.0 × 2.0 cm area of mucosa was extracted from bladder. The bladder was closed in one layer using 5 − 0 polyglactin continuous sutures. Next, the mucosa was finely cut into 1mm^3^ pieces with blade and digested with dissociation buffer (Ham’s F12, 1 mg/ml collagenase II (Gibco), 100 µg/ml Pen/Strep) for 1–2 h at 37 °C with gentle rocking. Dissociated cells were washed thoroughly in cold wash buffer (Ham’s F12, 5% fetal bovine serum, 100 µg/ml Pen/Strep), and plated on irradiated 3T3-J2 feeder layers in 6-well culture plate (3 wells/sample), followed by 2–3 weeks culture as previously described [23], in a 7.5% CO2 atmosphere at 37 °C. The morphology of cultured KRT5^high^ TP63-expressing basal cells was observed by a phase-contrast microscope, and microphotographs were taken at 100-fold magnification. The colonies were fixed in 4% paraformaldehyde and stained with rhodamine-B (Sigma). For IF staining, cells were cultured on glass cover slips in 6-well plates and fixed with 4% paraformaldehyde. After blocking with 10% Goat serum, the cells were labeled with the primary antibodies followed by incubating with secondary antibodies and counterstained with DAPI. The slides were viewed and photographed as above described.

### KRT5^high^ TP63-expressing basal cells xenograft assay

KRT5^high^ TP63-expressing basal cells cultured for 3 weeks were harvested using TrypLE, and resuspended in Dulbecco’s Modified Eagle’s Medium. Prior to subcutaneous injection, the cell suspension was further mixed 1:1 (v/v) with growth factor reduced Matrigel and then transplanted onto NSG mice with a total volume of 250 µl/injection. Animals were euthanized at 4 weeks post-transplantation and the subcutaneous implant was harvested for paraffin sectioning followed by histological staining.

### RNA-seq and analysis

Purified KRT5^high^ TP63-expressing basal cells were harvested from culture via differential trypsinization to ensure complete clearance of feeder contaminant. Total RNA was extracted from cultured KRT5^high^ TP63-expressing basal cells using a RNeasy Mini Kit (Qiagen) and treated with DNase I. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, USA). Sequencing was performed by Jiayin Biotechnology Co., Ltd (Shanghai, China). RNA-Seq libraries were sequenced on an Illumina Novaseq 6000 platform and 150 bp pairend reads were generated. Reads Counts for each gene in each sample were counted by HTSeqv0.6.0, and FPKM (Fragments Per Kilobase Millon Mapped Reads) and then were calculated to estimate the expression level of genes in each sample. Heatmap for relative expression of selected gene was generated with R package.

### scRNA-seq and analysis

The single cell suspensions from normal and injured bladder tissues were prepared as aforementioned. scRNA-seq were performed by Jiayin Biotechnology Ltd. (Shanghai, China), according to instruction manual of the Chromium Single Cell 3’ Reagent Kits v3. Cellular suspensions were loaded on the Chromiu Controller (10x Genomics, Pleasanton) to generate Gel Bead-In-Emulsions (GEMs). Barcoded sequencing libraries were conducted following the instruction manual of the Chromium Single Cell 3’ Reagent Kits v3 (10x Genomics). Following the library preparation, the sequencing was performed with paired-end sequencing of 150nt each end on one lane of NovaSeq 6000 per sample. The reads were mapped onto the rabbit genome using a standard CellRanger pipeline. A raw unique molecular identifier (UMI) count matrix was generated after Cell Ranger processing, then the matrix was converted into a Seurat object by R package Seurat. Low-quality cells with UMI numbers < 500, gene numbers < 200, or mitochondrial genes > 15% were filtered and the rest of cells were retained for downstream analysis.

Cell-clustering and sub-clustering analyses were performed with the FindClusters function offered by Seurat with proper resolutions. UMAP was used to display identified cell clusters and sub-clusters. The cell clusters were annotated based on the expression of the canonical marker genes and referring genes from previously reported study. The R package ClusterProfiler was used for GO and KEGG analysis of the differential marker genes among subclusters. Pseudotime analysis of epithelial cells was conducted using Monocle2 pipeline to determine the dramatic developmental trajectory and translational relationships.

### Generation of capsule vascular bed

Tissue expander capsule was performed as previously described [24–26]. Briefly, skin incisions were cut in the right inguinal region, and the inguinal fat pad surrounded superficial circumflex iliac (SCI) artery and vein was carefully isolated to expose SCI vessels. A sterile, 15 ml spherical expander was placed close to the SCI vessels underneath the bilateral inguinal skin. After wound closure, the expander was injected with 5 ml of saline intraoperatively and another 5 ml at 5 and 7 days post operation to achieve the final volume of 15 ml. Another 1 week later, the tissue expander was removed and the vascularized capsules was harvested for histological staining or prepared for cell sheet transplantation.

### Autologous KRT5^high^ TP63-expressing basal cell sheets transplantation

Rabbit urothelial cells were isolated as aforementioned and seeded onto 6-well temperature-responsive culture plates (Thermo Fisher Scientific) in the presence of the 3T3 feeder-layers. After cocultured for 3 weeks, the culture temperature was reduced to 20–25 °C for 5–6 min to obtain intact KRT5^high^ TP63-expressing basal cell sheet. The KRT5^high^ TP63-expressing basal cell sheet was fixed and paraffin-embedded for histological staining according to the above method. For autologous KRT5^high^ TP63-expressing basal cell sheets transplantation, these sheets were transferred onto the capsule vascular bed, which was induced 2 weeks ago in the same rabbit. The transplanted cell sheets were covered with 0.3 mm-thick silicone membranes to prevent adhesion and vascularization from the upper skin. Rabbits were euthanized at 1 week, and 3 weeks after transplantation. The grafts were resected and fixed to histological staining analyses.

### Implantation of vascularized capsule to bladder

Nine rabbits were randomly divided into 3 groups. Three of them only received capsule flaps as Capsule only group and the others received capsule flaps pre-planted with KRT5^high^ TP63-expressing basal cell sheets as Capsule with cells group. In addition, another 3 sham-operated rabbits as Control group. Only the authors in charge of research design and conduct of the treatment were aware of the group allocation. Rabbit was anesthetized and bladder was exposed as aforementioned. An incision of 3 cm was made in the bladder far from the biopsy site. The vascularized capsule or capsule with KRT5^high^ TP63-expressing basal cells (3 weeks after transplantation) was isolated on its SCI vascular pedicle. The pedicle capsule flap was pulled from the groin space to the abdominal cavity through a small hole in the abdominal wall, and was sutured into the bladder defect using 5 − 0 polyglactin continuous sutures. In the control group the bladder was closed in one layer. An 8 Fr transurethral polyurethane catheter was placed, and the wound was closed in layers using a routine method. Prophylactic cefuroxime sodium was administered intravenously for 5 days (0.5 g/day).

### Dynamic contrast-enhanced magnetic resonance imaging (CE-MRI)

Four weeks after implantation of vascularized capsule to bladder, rabbit was anesthetized. The bladder was catheterized with an 8 Fr transurethral polyurethane catheter to drain the urine from the bladder and Gd-DTPA solution (0.2 mmol Gd/kg diluted to 30 mL in saline) was administered intravesically through the catheter. MRI scanning was conducted on a GE Discovery 450 3.0 T 70 cm wide bore clinical MRI system. MRI scans were obtained before Gd-DTPA instillation and 5, 15 and 30 min post-contrast. A total of five regions-of-interest (ROIs) were taken along the periphery of augmented segments from each bladder crosssection displayed on Paravision (v 5.0, Bruker Biospin); and five corresponding ROIs were taken from sham-operated intact bladders. MRI signal intensities were calculated by subtracting post-instillation from pre-instillation (background) signals from the ROIs for each animal.

### Statistical analyses

#### Statistical validation of scRNA-seq clustering and annotations

Raw UMI counts were normalized using the Seurat LogNormalize method, scaling features to 10,000 reads per cell. The top 2,000 highly variable genes were identified using the vst method in Seurat to reduce dimensionality. Data integration across biological replicates (normal and injured conditions) was performed using the Seurat integration pipeline (CCA anchor-based alignment) to mitigate batch effects. Principal Component Analysis (PCA) was applied, and the top 30 principal components (PCs) were selected based on the elbow plot of explained variance. Cells were clustered using the Louvain algorithm with a resolution parameter of 0.8 (optimized via the clustree R package to avoid over-/under-clustering). Differentially expressed genes (DEGs) for each cluster were identified using the Wilcoxon rank-sum test (implemented in Seurat’s FindAllMarkers function) with thresholds of adjusted *p*-value < 0.01 (Benjamini-Hochberg correction) and log2(fold change) > 0.5. Clusters were annotated by cross-referencing DEGs with established urothelial markers (e.g., UPK3B/KRT20 for umbrella cells, KRT5/TP63 for basal cells). Enriched biological pathways for each cluster were computed via ClusterProfiler using a q-value cutoff of 0.05.

#### Pseudotime analysis validation

Pseudotime trajectories were constructed using Monocle2 with DDRTree dimensionality reduction. Genes used for trajectory inference were selected based on differential expression testing (q-value < 0.01) across clusters. Branch-dependent gene expression changes were validated using Monocle2’s BEAM (Branch Expression Analysis Modeling) with a q-value < 0.001. To ensure trajectory reliability, we performed bootstrapping (1,000 iterations) and confirmed that the pseudotemporal ordering was consistent across subsampled datasets.

#### Statistical methods for general analyses

DEGs between cultured KRT5high TP63-expressing cells and in vivo basal cells were identified using DESeq2 with an adjusted *p*-value < 0.05 and|log2(fold change)| > 1. Signal intensities were compared across groups using one-way ANOVA followed by Tukey’s HSD post hoc test (adjusted *p* < 0.05). Data are presented as mean ± SD.

## Results

### Krt5 positive basal cells with stem/progenitor cells potential contributed to urothelial regeneration following focal mucosal resection in rabbit bladder

Umbrella, intermediate, and basal cell populations of the bladder urothelium have been previously distinguished according to combinatorial markers [13, 19–22]. Based on these characterizations, we performed immunostaining for Krt5, Upk3a, p63, and Krt20 in rabbit bladder specimens to discriminate urothelial subpopulations. Histological examination confirmed that the rabbit bladder urothelium, in consistent with murine urothelium, comprises basal, intermediate, and umbrella cell populations according to cell morphology, location and the expression of protein markers (Fig. 1A), whereas there were more layers of intermediate cells in rabbit. Unlike murine basal cells with homogeneous expression of Krt5 protein (Fig. S2-3), Krt5 immunoreactive cells dispersedly distributed in rabbit basal cell layer, and all Krt5 positive basal cells coexpression with p63 but not vice versa (Fig. 1A), indicating that there are heterogeneous subpopulations in rabbit basal cells.

**Fig. 1:**
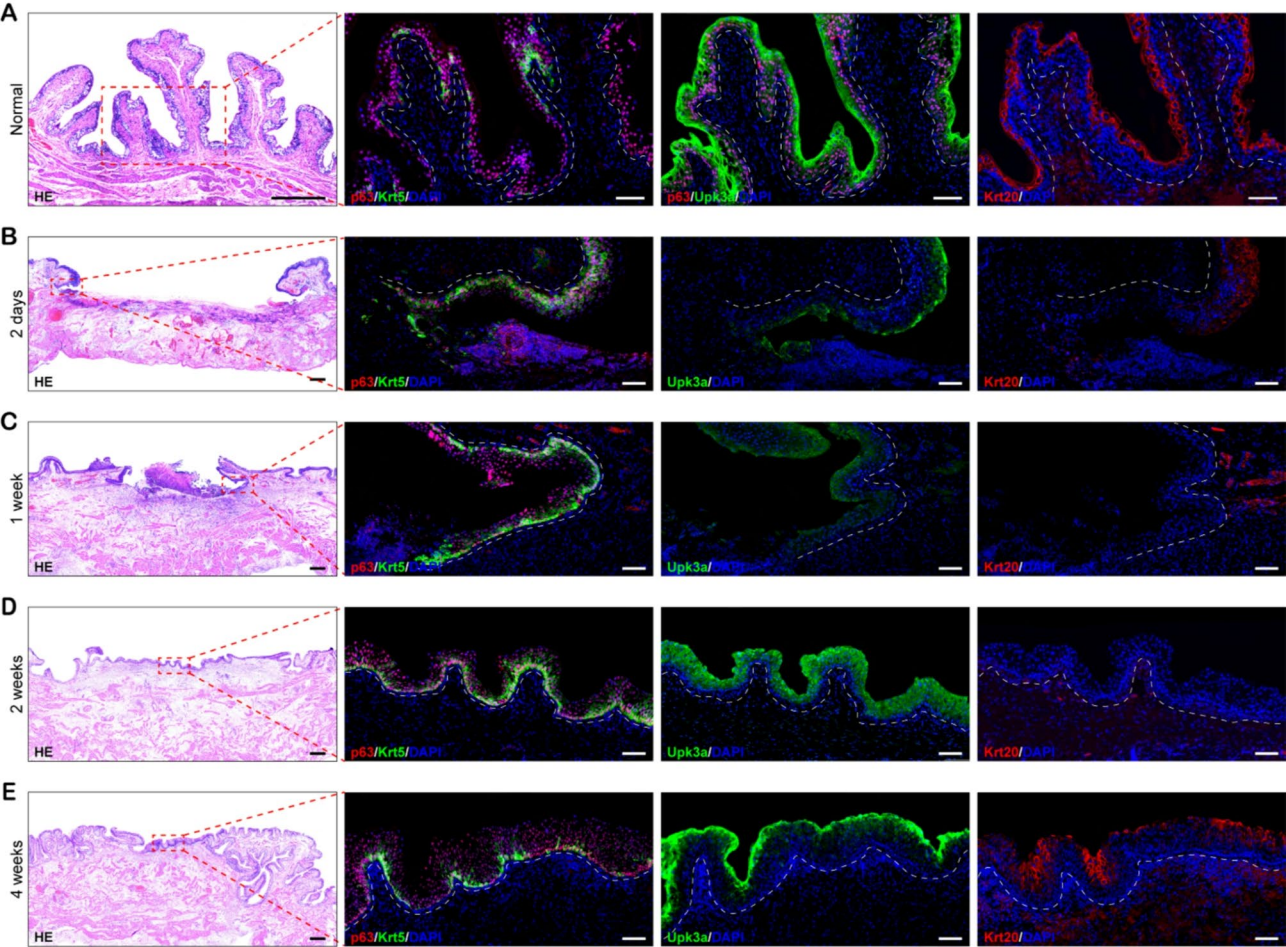
Phases of urothelial regeneration at regions of focal mucosal resection. H&E staining and IF staining of normal (**A**) and focal mucosa removed bladder wall after 2 days (**B**), 1 week (**C**), 2 weeks (**D**), 4 weeks (**E**). White dashed lines indicate the epithelial-mesenchymal boundary. Scale bar: 500 μm (H&E staining), 100 μm (IF staining)

**Fig. 2:**
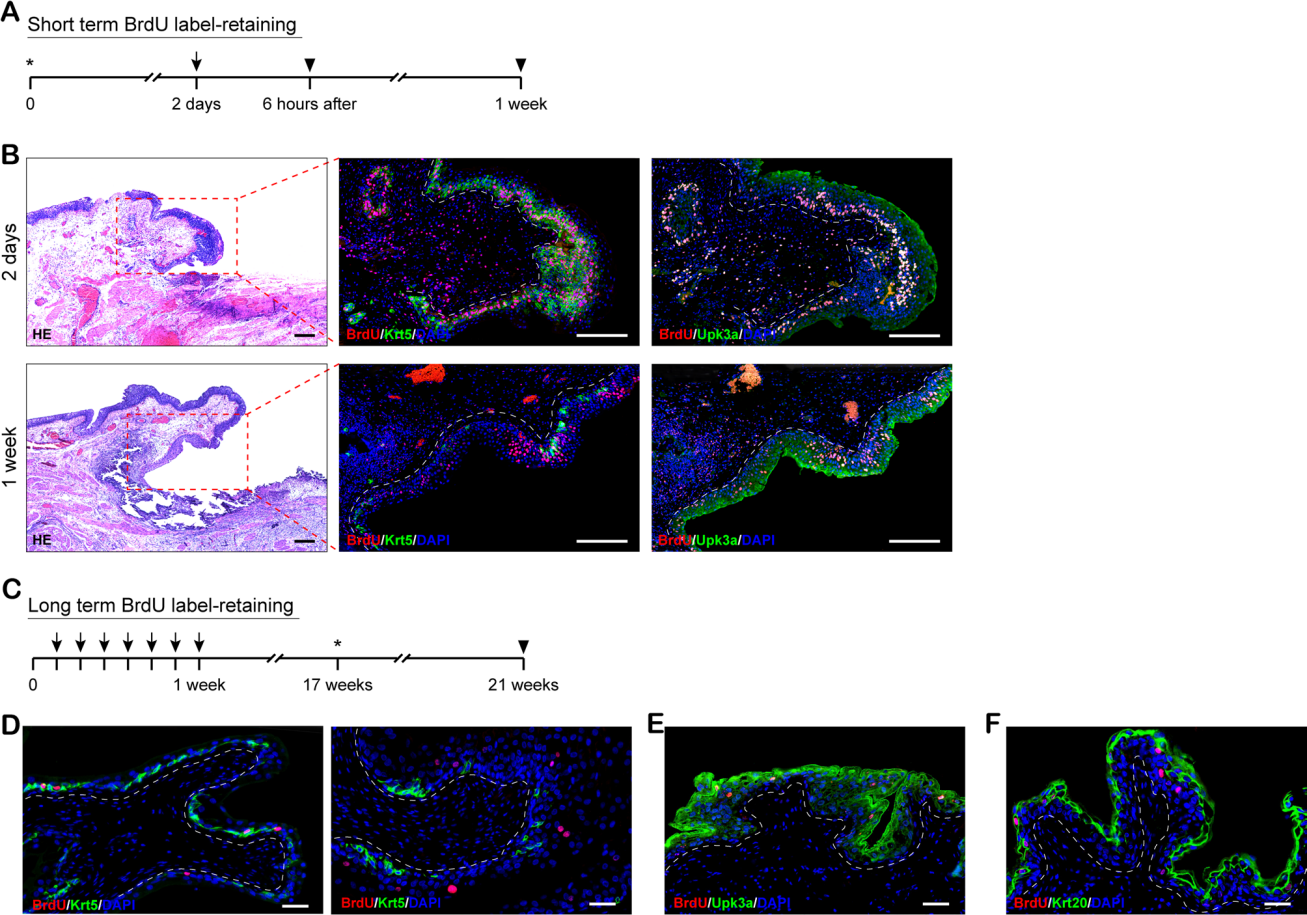
BrdU label-retaining study of bladder urothelial cells during urothelial regeneration. (**A**) The timeline of short-term BrdU label-retaining experiment. Asterisks indicate inducing of mucosa injury. Arrows indicate BrdU injections. Arrowheads indicate sacrifice of animals. (**B**) In short term BrdU label-retaining experiment, H&E (left) and IF staining of BrdU, Krt5 (middle) and BrdU, Upk3a (right) in the margin of injured region at 2 days and 1 week after mucosa injury. (**C**) The timeline of long-term BrdU label-retaining experiment. Asterisks indicate inducing of mucosa injury. Arrows indicate BrdU injections. Arrowheads indicate sacrifice of animals. (**D**) In long term BrdU label-retaining experiment, IF staining of BrdU and Krt5 in the normal bladder urothelium at 4 months after BrdU withdrawal (left) and in the regeneration region of injured urothelium at 1 week after mucosa injury (right). (**E**) In long term BrdU label-retaining experiment, IF staining of BrdU and Upk3a in the regeneration region of injured urothelium at 1 week after mucosa injury. (**F**) In long term BrdU label-retaining experiment, IF staining of BrdU and Krt20 in the regeneration region of injured urothelium at 1 week after mucosa injury. White dashed lines indicate the epithelial-mesenchymal boundary. Scale bar: 250 μm (B), 50 μm (D-F)

**Fig. 3:**
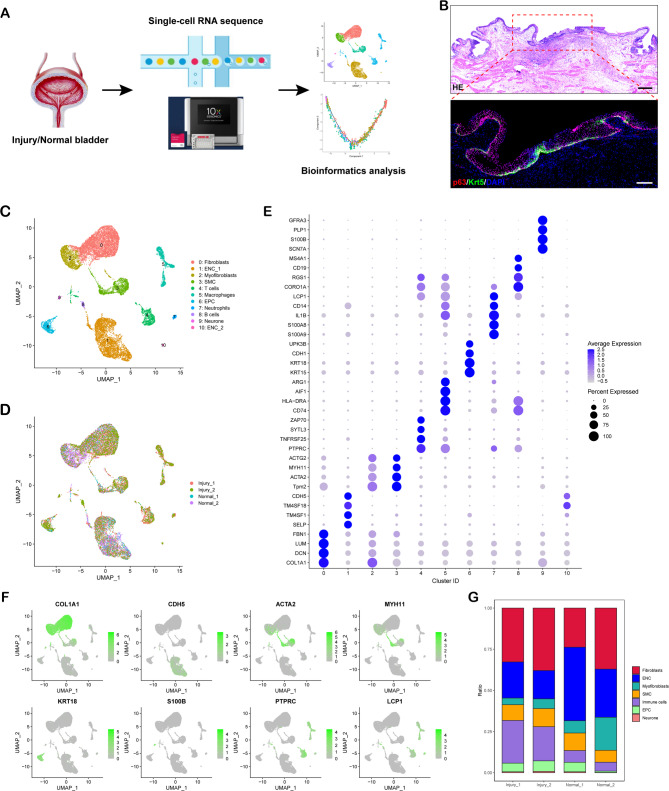
scRNA-Seq analysis of all cells in rabbit bladder wall under normal and injured conditions. (**A**) Schematic diagram of experimental design for scRNA-seq. (**B**) H&E and IF staining for injured mucosa showing a region equivalent to those used for scRNA-Seq. White dashed lines indicate the epithelial-mesenchymal boundary. Scale bar: 500 μm (H&E), 200 μm (IF). (**C**) UMAP visualization of all cells from bladder urothelium under normal and injured conditions and cells are colored by clusters. (**D**) Cells are colored by replicate identity in the UMAP plot. (**E**) Dot plot shows marker genes in different clusters identified. (**F**) UMAP plot showing expression of the indicated genes in each cluster. (**G**) Bar plot shows the proportion of each cell type in the different samples

In order to characterize the role of different urothelial cells during regeneration upon mucosa injury, we established a focal mucosal resection model as previously reported [21]. A 2 × 2 cm wound was introduced in the posterior of bladder wall with full-thickness mucosa removal (Fig. S1) and the entire tissue that encompassed the injured region was harvested at different time points post-surgery for histological examination. In Fig. 1B, H&E staining showed that the full-thickness of mucosa were completely removed in the injured area, and the lamina propria with acute inflammation and edema exposed to luminal surface at 2 days after injury. With time forward, the inflammation and edema disappeared gradually and lamina propria was covered by de novo urothelium step by step (Fig. 1C-E). IF staining demonstrated that a large number of Krt5 positive cells distributed continuously around the wound and extended to the center of the wound bed after mucosa injury (Fig. 1B and C), which was consistent with the concept that basal cell involved in front edge movement is the key point of epidermal wound healing [27]. By 4 weeks after injury, the Krt5 positive cells presented as island distribution in basal layer like normal urothelium of rabbit bladder (Fig. 1E). Upk3a positive cells initially appeared above the front edge of wound at 1 week after injury (Fig. 1C), and the immunoreactivity for Upk3a was obvious in superficial cells by 2 weeks (Fig. 1D). Exhilaratingly, Krt5 positive cells protruded into the Upk3a positive cells and displayed overlapping expression of Upk3a at this stage of regeneration, indicating that these intermediate cells derived from Krt5 positive cells. Despite scarce Krt20 immunoreactive cell was observed until 2 weeks after injury (Fig. 1D), almost all superficial cells showed the immunoreactivity for Krt20 by 4 weeks, demonstrating replenishment of differentiated superficial umbrella cells (Fig. 1E).

BrdU is a thymidine-analogue that can be incorporated into the DNA sequence of dividing cells during mitotic and transferred to progeny with cell division. BrdU is generally applied to assess cell proliferation rate and label slow cycling cells, which retain the analogue for longer periods of time. Using BrdU label-retaining assay has identified potential epithelial stem/progenitor cells that are almost quiescent and seldom divide in skin, intestine, and esophagus [28–30]. In present study, the BrdU label-retaining study was conducted according to prior scheme with some modifications [30] (Fig. 2A and C). The result of short-term BrdU label-retaining study show that there were many LRCs around the injured site, the majority of which were Krt5 positive cells at 2 days after focal mucosal resection, suggesting this compartment was active after injury (Fig. 2B). However, at 1 week following injury, we found that LRCs were predominantly located within Upk3a positive cells. These results suggest that injury leads to rapid induction of Krt5 positive basal cells proliferation and then fuels regeneration of the injured area. For long-term BrdU label-retaining study (Fig. 2C), IF staining with BrdU demonstrated that LRCs were primarily positioned in the basal cells and hardly seen in superficial umbrella cells or intermediate cells in 4 months after BrdU withdrawal, additionally, most LRCs were co-localized with Krt5 positive cells (Fig. 2D, left). We then introduced a focal mucosal resection injury in pre-labeled rabbit with BrdU 4 months ago. Histological examination of bladder urothelium 4 weeks after injury revealed that LRCs had migrated from the basal layer to suprabasilar layer (Fig. 2D, right). Co-staining BrdU with Upk3a or Krt20 proved that LRCs can differentiate into superficial umbrella and intermediate cells during urothelial regeneration (Fig. 2E and F).

Taken together, these data implied that the basal cells of rabbit bladder urothelium were heterogeneous, among which a sub-population of p63 positive basal cells, Krt5 positive basal cells, can differentiate into intermediate and superficial umbrella cells, exhibiting a pronounced role in urothelial regeneration after injury.

### Single-cell transcriptomics reveals the cluster of KRT5^high^ TP63-expressing cells as stem/progenitor cells in normal and mucosa-injured conditions

To comprehensively explore the cellular heterogeneity and dynamics of bladder mucosa under homeostasis and injured conditions, we performed droplet-based scRNA-seq using the 10x Genomics Single Cell Solution on samples isolated from injured (Injury_1, Injury_2) and normal (Normal_1, Normal_2) rabbit bladder (Fig. 3A). 

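Droplet-based single-cell RNA sequencing was carried out on the bladder of 2 injured rabbits (Injury_1 and Injury_2) and 2 normal rabbits (Normal_1 and Normal_2), with 1 library per sample. Each captured RNA molecule carries a unique molecular identifier (UMI), so that copies made during amplification are counted once and a count is a number of molecules. The authors deposited, for each sample, the UMI count of every gene in every cell barcode, without normalization, as written by Cell Ranger (version 6.0.1 in the matrices' headers) after its own selection of barcodes that hold cells. The paper's text does not name the genome release. Injury_1 held 6811 barcodes and 46863011 UMIs, Injury_2 held 6141 barcodes and 46395632 UMIs, Normal_1 held 5823 barcodes and 28745017 UMIs, and Normal_2 held 6884 barcodes and 47881609 UMIs. The median UMI count per barcode was 6368 in Injury_1, 6884 in Injury_2, 4242 in Normal_1 and 6410.5 in Normal_2, so Normal_1 was the shallowest sample. The matrices list genes by Ensembl rabbit identifiers, of which 9771 carry a symbol, and genes without a symbol are not named here. KRT20 was not analysed here.
From these counts, cells were filtered with the paper's limits, log-normalized to 10000 UMIs per cell, integrated across the 4 samples by canonical correlation analysis over 2000 variable genes, and clustered by the Louvain method at resolution 0.8 on 30 principal components, which are the settings that the paper gives. The authors' cell annotation was not used here. The clusters were therefore rebuilt, and each was named only from marker genes that had been chosen before the data were examined, so that a difference from the study's classes can come from the rebuilt names. Doublets were not removed, since the paper's text names no doublet filter. Cells of 1 rabbit are not independent replicates, and so UMI counts were summed per sample. The 4 samples were the units of the tests across conditions, apart from a rank-sum test of single Basal cell_2-like cells. That test follows the one that the paper states for cluster markers. With 2 samples against 2, a two-sided exact permutation test cannot give a p-value below 0.333. Normalized levels of a group of cells are given as CPM, the UMIs of a gene scaled to the same UMI total in every group of cells.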

The injured samples were taken at 10 days after the introduction of a focal mucosal resection, corresponding to a stage where the injured area was just completely covered by de novo urothelium (Fig. 3B). After quality control filtering (Fig. S4A), 11,029 (from two injured biological replicates) and 9,819 (from two normal biological replicates) cells were maintained, and their single-cell transcriptomes were used for downstream analyses.

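With at least 500 UMIs, at least 200 genes and at most 15% mitochondrial UMIs per cell, 6081 cells of Injury_1, 5529 of Injury_2, 4308 of Normal_1 and 6027 of Normal_2 were kept, which made 11610 injured and 10335 normal cells. No barcode held fewer than 500 UMIs. The mitochondrial limit removed the most barcodes. It was exceeded by 712 barcodes (10.5%) in Injury_1, 593 (9.66%) in Injury_2, 1388 (23.8%) in Normal_1 and 856 (12.4%) in Normal_2, whereas 47, 45, 197 and 20 barcodes had fewer than 200 genes. Normal_1, the shallowest sample, lost the largest share. The median UMI count of the cells kept was 6755 in Injury_1, 7186 in Injury_2, 4813.5 in Normal_1 and 6759 in Normal_2. The number of cells depended on the limits: a mitochondrial limit of 10% kept 9749 injured and 7088 normal cells, no mitochondrial limit kept 12860 and 12490, and at least 1000 UMIs and 500 genes kept 11155 and 10013. When the 5% of cells of each sample with the highest doublet score from Scrublet were also removed, 11030 injured and 9819 normal cells were left.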

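Integration of the 21945 cells of the 4 samples and Louvain clustering at resolution 0.8 gave 30 clusters here. At resolution 0.3 there were 19 clusters, with 20 in place of 30 principal components 27, without integration 28, and with doublets removed 27. Clusters with the same markers were joined into 10 classes. There were 3 clusters that stayed unnamed. The cluster of 408 cells had the endothelial markers but also JCHAIN and MZB1, genes of antibody-secreting cells, among its leading genes, and it held 1.40% of the cells of Injury_1, 1.43% of Injury_2, 2.46% of Normal_1 and 2.29% of Normal_2. The cluster of 154 cells had fibroblast markers with the smooth muscle gene ACTG2 among its leading genes, and it held 1.07% of Injury_1, 1.59% of Injury_2, 0 of the 4308 cells of Normal_1 (which allows a share of up to 0.0696%) and 0.0166% of Normal_2. The cluster of 132 cells, of which 99.2% were among the 5% of their sample with the highest doublet score, held 0.641% of Injury_1, 0.289% of Injury_2, 0.139% of Normal_1 and 1.18% of Normal_2. These limits and shares cover counting error only.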

We integrated cells from the two conditions using the IntegrateData function in Seurat to correct batch effect and identified 11 distinct clusters via uniform manifold approximation and projection (UMAP) dimensionality reduction analysis (Fig. 3C and D). 

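The classes were named from marker genes, so the levels of these genes describe the classes and are not tests of them. Fibroblast-like cells had 10330 ± 5155 CPM of COL1A1 (SD, n = 4 samples), 23187 ± 7270 CPM of DCN, 10293 ± 3400 CPM of LUM and 591 ± 322 CPM of FBN1. For DCN, the class with the next highest level was smooth muscle and pericyte at 1387 ± 766 CPM. Endothelial-like cells had 1250 ± 245 CPM of SELP, 182 ± 39.5 CPM of TM4SF1, 249 ± 43.0 CPM of TM4SF18 and 156 ± 21.8 CPM of CDH5. Cells of the smooth muscle and pericyte class had 3387 ± 648 CPM of Tpm2, 1907 ± 264 CPM of MYH11 and 1334 ± 620 CPM of ACTG2. Epithelial-like cells had 3464 ± 1347 CPM of KRT15, 1732 ± 221 CPM of KRT18, 241 ± 76.8 CPM of CDH1 and 91.2 ± 101 CPM of UPK3B. UPK3B thus varied between samples by more than its mean, although its level was 63.7 times that of the next class. Neutrophil-like cells had 3019 ± 1339 CPM of S100A8 and 4158 ± 2190 CPM of S100A9. SCN7A, at 4585 ± 981 CPM, marked the class taken as neurone, whose other markers are glial. Of the 36 markers examined, 32 were highest in their own class. In mast cell-like cells, PTPRC (843 ± 82.9 CPM) and SYTL3 (903 ± 355 CPM) reached or exceeded their levels in T cell-like cells (818 ± 268 and 181 ± 91.8 CPM), and RGS1 (4007 ± 1325 CPM) exceeded its level in B cell-like cells (735 ± 157 CPM). ARG1 was 2222 ± 1491 CPM in neutrophil-like and 1659 ± 773 CPM in macrophage-like cells, a difference within the spread between samples. No class of myofibroblasts was set apart, since ACTA2, MYH11 and COL1A1 also mark the smooth muscle and fibroblast classes.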

According to the expression of the canonical marker genes and referring genes from previously published scRNA-seq datasets (Fig. 3E and F; Fig. S4B), we manually annotated the cell clusters into fibroblasts (expressing COL1A1, DCN, LUM and FBN1), endothelial cells (ENC, expressing SELP, TM4SF1, TM4SF18 and CDH5), myofibroblasts (expressing ACTA2, MYH11 and COL1A1), smooth muscle cells (SMC, expressing Tpm2, MYH11 and ACTG2), T cells (expressing PTPRC, TNFRSF25, SYTL3 and ZAP70), macrophages (expressing CD74, HLA-DRA, AIF1 and ARG1), epithelial cells (EPC, expressing KRT15, KRT18, CDH1 and UPK3B), neutrophils (expressing S100A9, S100A8, IL1B and CD14), B cells (expressing CORO1A, RGS1, CD19 and MS4A1), and neurone (expressing SCN7A, S100B, PLP1 and GFRA3). Of these cells, the average percentages of immune cells including T cells, macrophages, neutrophils and B cells significantly increased in the injured replicates compared to normal replicates (Fig. 3G; Fig. S4C).

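T cell-, macrophage-, neutrophil-, B cell- and mast cell-like cells together made up 25.1% of the cells of Injury_1 (1524 of 6081, 95% Wilson interval 24.0 to 26.2%), 20.3% of Injury_2 (1121 of 5529, 19.2 to 21.4%), 6.64% of Normal_1 (286 of 4308, 5.93 to 7.42%) and 4.68% of Normal_2 (282 of 6027, 4.17 to 5.24%). The mean was 22.7 ± 3.38% (SD, n = 2) in the injured and 5.66 ± 1.39% (SD, n = 2) in the normal samples, a difference of 17.0 percentage points that was larger than the spread within either group. Both injured samples were above both normal samples, for which the two-sided exact permutation test gives p = 0.333, the smallest that 2 samples against 2 allow. Among the alternatives, the share of cells with a PTPRC UMI moved the difference most. With every cell thinned to 1000 UMIs it was 12.7%, 8.27%, 2.81% and 1.81% of the cells of Injury_1, Injury_2, Normal_1 and Normal_2, a difference of 8.17 percentage points between the conditions, after 226, 129, 115 and 141 shallower cells had been left out. Among fibroblast-like cells, which should lack PTPRC, the share was 0.728%, 0.259%, 0.333% and 0.130%. Without thinning the shares of all cells were 22.8%, 17.0%, 5.29% and 4.00%, against 3.38%, 1.52%, 0.884% and 0.545% of the fibroblast-like cells, whose median UMI count was 7995.5, 8453, 5101 and 7034 against 4585.5, 4965, 4484 and 4620 in the immune cells.
edgeR's quasi-likelihood test on the number of cells per class and sample, with the cells of each sample as its library size and Benjamini-Hochberg adjustment over the 10 classes, gave a log2 fold change of 3.19 for B cell-like cells (standard error 0.71, adjusted p = 0.0022), 2.60 for neutrophil-like cells (standard error 0.66, adjusted p = 0.0038), 1.96 for macrophage-like cells (standard error 0.62, adjusted p = 0.017) and 1.75 for T cell-like cells (standard error 0.62, adjusted p = 0.025). In each of these classes both injured samples were above both normal samples. T cell-like cells made up 10.6%, 6.35%, 3.02% and 2.02% of the cells of Injury_1, Injury_2, Normal_1 and Normal_2. For macrophage-like cells the shares in the same order were 8.80%, 8.01%, 2.60% and 1.73%, for neutrophil-like cells 4.16%, 2.50%, 0.580% and 0.514%, and for B cell-like cells 0.904%, 2.64%, 0.279% and 0.116%. Mast cell-like cells also had a higher share in both injured samples, with a log2 fold change of 1.55 that did not pass the adjustment (adjusted p = 0.070 from the same edgeR test). When TMM factors across the classes replaced the number of cells as the scale, only B cell-like cells were still called, with a log2 fold change of 2.10 (adjusted p = 0.025 from edgeR), and T cell-, macrophage- and neutrophil-like cells stayed higher but were not called. T cell-like cells were not called at clustering resolution 0.3 either.

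**Figure D1:**
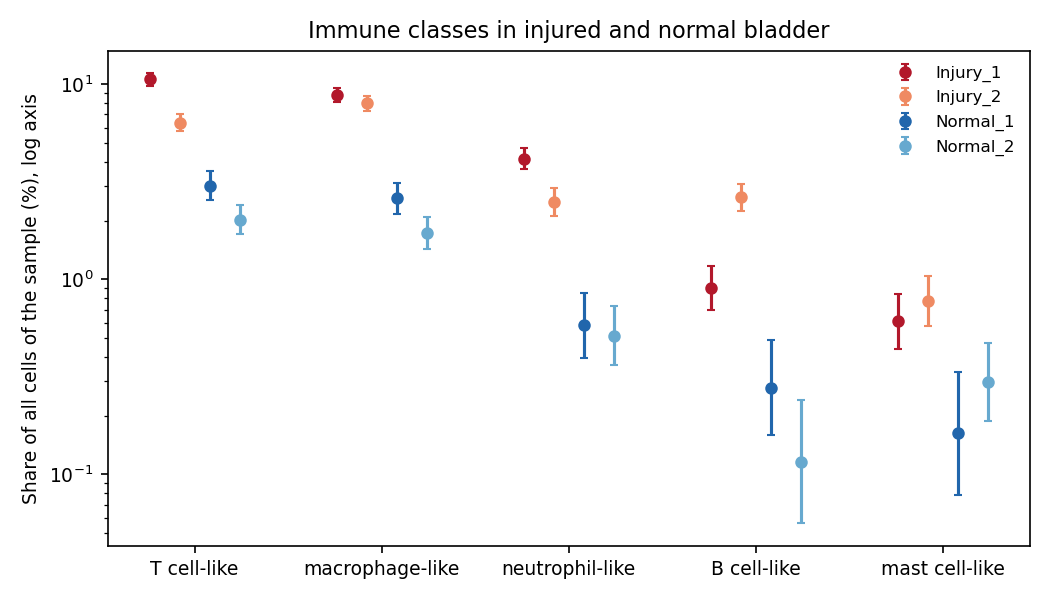
Share of the cells of each sample in 5 immune classes, in percent on a log axis, with 1 point per sample and 95% Wilson intervals that cover counting error only. In every class both injured samples (red and orange) lie above both normal samples (dark and light blue), for example at 8.80% and 8.01% against 2.60% and 1.73% of the cells for macrophage-like cells.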

To further analyze cellular heterogeneity of bladder urothelial cells, we selected all epithelial cells based on first-level clustering, and subjected them to a second round of cluster analysis. 

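The epithelial-like class held 566 cells of Injury_1, 354 of Injury_2, 441 of Normal_1 and 171 of Normal_2. This was 9.31% of the cells of Injury_1 (95% Wilson interval 8.60 to 10.1%), 6.40% of Injury_2 (5.79 to 7.08%), 10.2% of Normal_1 (9.37 to 11.2%) and 2.84% of Normal_2 (2.45 to 3.29%). The means were 7.86 ± 2.05% (SD, n = 2) in the injured and 6.54 ± 5.23% (SD, n = 2) in the normal samples, a difference within the spread between samples (two-sided exact permutation test, p = 1.0). The 1532 epithelial-like cells were clustered again on the integrated values with the same settings as all cells.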

The epithelial cells could be classified as a total of 5 sub-clusters based on distinct marker panels (Fig. 4A). 

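At resolution 0.8, the epithelial-like cells formed 10 sub-clusters here. At resolution 0.4 there were 7, and 0.3 was the lowest resolution in steps of 0.1 that gave 5. At 0.8, 5 sub-clusters were set aside. Sub-cluster 5 (130 cells) had a median of 1105.5 UMIs, sub-clusters 6, 7 and 9 (57, 34 and 17 cells) were led by genes of other cell classes, and sub-cluster 8 (23 cells) was led by proliferation genes. The paper gives its own numbers to its clusters, which are not those used here. The sub-clusters kept were 0 (324 cells), 1 (321), 2 (227), 3 (207) and 4 (192). Sub-cluster 4 had the highest KRT5 and the highest score over the basal markers, and its leading genes included KRT5, PTHLH, ITGA2 and LAMB3. It was taken as Basal cell_2-like. Sub-cluster 0, led by F3, INSL5, PLAU, LAMB3 and LAMA3, was the only other kept sub-cluster with a positive basal score and stands here for Basal cell_1, a weaker match. Its score was 0.112, with 3 of the 7 basal markers higher, against 1.12 in sub-cluster 4. Its LAMB3 was 266 and 499 CPM in Normal_1 and Normal_2, but 9.55 and 9.66 CPM in Injury_1 and Injury_2. The match thus rests in part on the normal samples. Sub-cluster 3, led by PPP1R3C, UPK1B and TXNIP, had the highest umbrella score and is called UPK-high. Sub-clusters 1 and 2 were neither. Basal cell_2-like cells numbered 39 in Injury_1, 29 in Injury_2, 115 in Normal_1 and 9 in Normal_2. Means and tests of sub-clusters were taken over samples with at least 10 of their cells, so Normal_2 does not enter those of sub-cluster 4.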

Cells of cluster 0 highly expressed the UPK gene family (UPK1B and UPK3B) and KRT20, were thus defined as Umbrella cell (UC) (Fig. 4B-D). 

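In the UPK-high sub-cluster, UPK1B had a level of 58.5 ± 40.2 CPM (SD, n = 4 samples), with a range from 17.2 to 108 CPM, and UPK3B one of 160 ± 147 CPM, with a range from 30.2 to 362 CPM. When each cell was thinned to 1000 UMIs, averaged over all possible draws, a UPK1B UMI was found in 9.31% of the UPK-high cells and a UPK3B UMI in 24.9%, with 3 of the 207 cells left out as too shallow. Fibroblast- and endothelial-like cells, which should lack both genes, had a UPK1B UMI in 0.0537% and 0.118% of cells and a UPK3B UMI in 0.0831% and 0.154%, with 20 and 28 cells left out. Without thinning, 38.6% of the UPK-high cells had a UPK1B UMI and 80.7% a UPK3B UMI, against 0.325% and 0.583% of fibroblast-like and 0.597% and 0.746% of endothelial-like cells, at median depths of 11540, 7235 and 5833 UMIs. UPK1B is one of the genes that define this sub-cluster, so its level there is not a test.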

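Sub-clusters 1 and 2, which were neither UPK-high nor basal by their markers, differed in UPK genes. Sub-cluster 1 had 36.1 ± 27.4 CPM of UPK1B and 188 ± 168 CPM of UPK3B (SD, n = 4 samples), levels that lay within the spread of the UPK-high sub-cluster. UPK3B is among the leading genes of sub-cluster 1. Sub-cluster 2 had 9.38 ± 13.0 CPM of UPK1B and 109 ± 124 CPM of UPK3B. With cells thinned to 1000 UMIs, a UPK1B UMI was found in 4.84% of the cells of sub-cluster 1 and 1.18% of sub-cluster 2, and a UPK3B UMI in 23.5% and 13.0%. Without thinning, the shares were 30.8% and 11.0% for UPK1B and 80.1% and 68.3% for UPK3B.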

Cells of cluster 1 and 2 exhibited moderate expression of UPK gene family, were referred to as Intermediate cell_1 (IC1) and Intermediate cell_2 (IC2). Of interest, these cells also expressed basal markers such as KRT5 and TP63 (Fig. 4B and C). 

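KRT5 had a level of 28.0 ± 19.5 CPM (SD, n = 4 samples) in sub-cluster 1, 41.7 ± 23.8 CPM in sub-cluster 2 and 46.4 ± 45.4 CPM in the UPK-high sub-cluster. TP63 had a level of 11.1 ± 7.47, 14.0 ± 4.03 and 49.5 ± 21.9 CPM in the same sub-clusters. With cells thinned to 1000 UMIs, a KRT5 UMI was found in 1.92%, 3.60% and 2.70% of their cells, against 0.0381% of fibroblast-like and 0.0305% of endothelial-like cells. A TP63 UMI was found in 0.764%, 1.22% and 3.32% of their cells, against 0.00897% of fibroblast-like and 0.0321% of endothelial-like cells. Without thinning, 11.2%, 22.0% and 15.0% of the cells had a KRT5 UMI, against 0.258% and 0.131% of fibroblast- and endothelial-like cells, and 8.41%, 16.7% and 30.0% had a TP63 UMI, against 0.0448% and 0.205%. The median depths of these sub-clusters were 10604, 14866 and 11540 UMIs, against 7235 and 5833 UMIs in the fibroblast- and endothelial-like cells.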

The remaining cells of cluster 3 and 4 expressed KRT5 and TP63 but exhibited low levels of KRT20 or UPKs, and Gene Ontology Enrichment (GO) analysis of cluster 3 and 4 gene signatures supported that these two clusters were basal cells (Fig. 4E and F). Therefore, cluster 3 and 4 were named as Basal cell_1 (BC1) and Basal cell_2 (BC2) respectively. 

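In the Basal cell_2-like sub-cluster, UPK1B had a level of 0.651 ± 1.13 CPM and UPK3B one of 7.23 ± 8.80 CPM (SD, n = 3 samples). In sub-cluster 0, which stands for Basal cell_1, UPK1B had a level of 1.11 ± 1.23 CPM and UPK3B one of 37.6 ± 46.5 CPM (SD, n = 4). With cells thinned to 1000 UMIs, a UPK1B UMI was found in 0.112% of Basal cell_2-like cells and 0.137% of sub-cluster 0, against 0.118% of endothelial-like and 0.0537% of fibroblast-like cells, which are read as background. Without thinning the shares were 1.56% (3 cells) and 2.47% (8 cells), against 0.597% and 0.325% in these shallower classes. A UPK3B UMI was found after thinning in 0.509% and 4.55% of the cells, against 0.154% and 0.0831%, and without thinning in 4.69% (9 cells) and 39.2%, against 0.746% and 0.583%. UPK3B was thus above background in sub-cluster 0. In Basal cell_2-like cells the higher share rests on Injury_1, with 13 of the 16 UPK3B UMIs, while Injury_2 had 2, Normal_1 had 1 in 115 cells and Normal_2 had 0. A KRT5 UMI was found after thinning in 28.8% of Basal cell_2-like cells and 8.81% of sub-cluster 0, and without thinning in 73.4% and 40.4%. A TP63 UMI was found after thinning in 2.46% and 1.72%, and without thinning in 30.2% and 28.1%. The median depths were 14443 and 18791 UMIs, and no cell of either was left out by the thinning. KRT20 was not analysed here, and no Gene Ontology table was used here.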

GO analysis revealed that the genes upregulated in Basal cell_1 cells comprised genes regulating cellular response to external stimulus, cellular response to nutrient levels, epithelial cell migration and regulation of keratinocyte differentiation, suggesting that Basal cell_1 may be a ‘transit amplifying’ subcluster that directly differentiate (Fig. 4E). For Basal cell_2 cells, GO enriched terms mainly related to ribosome biogenesis, regulation of epithelial cell proliferation and epithelial cell development, and enriched in PI3K-Akt and HIF-1 signaling pathway, which indicated that Basal cell_2 cells may be the stem/progenitor subcluster of bladder urothelium (Fig. 4F and G). It was obvious that the expression of KRT5 in Basal cell_2 cells was higher than that in Basal cell_1 cells (Fig. 4B-D), thus we defined the stem/progenitor subcluster as KRT5^high^ TP63-expressing basal cells. In addition, we applied Monocle 2 to generate a pseudotime trajectory plot and conclude the states among these urothelial cells (Fig. 4H). 

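In place of the enriched terms, 5 gene lists, which had been fixed like the markers, were compared between Basal cell_2-like cells and the other epithelial-like cells of the same sample, as the log2 ratio of the summed CPM of each list. Injury_1, Injury_2 and Normal_1 had enough Basal cell_2-like cells, and 3 samples cannot give a two-sided p below 0.25 in an exact sign-flip permutation test. For 14 ribosomal protein genes the ratio was 0.18 on the log2 scale (0.15, 0.18 and 0.20 in Injury_1, Injury_2 and Normal_1; exact sign-flip permutation test, p = 0.25). These genes are part of the ribosome itself and not of its biogenesis. For the 9 proliferation genes with a symbol, of 20 on the list, it was 0.28, with values of 0.40, 0.74 and −0.30 (exact sign-flip permutation test, p = 0.5), so the samples did not share a direction. At the resolution that gave 5 sub-clusters this mean was −0.27. Proliferating cells that formed a sub-cluster of their own count among the other cells. For 9 of 15 hypoxia response genes, many of them targets of HIF-1, the ratio was 0.06, with values of 0.06, 0.09 and 0.03 (exact sign-flip permutation test, p = 0.25), a difference of the same direction in the 3 samples but small. For 7 of 10 basement membrane adhesion genes it was 0.89, with values of 0.96, 1.08 and 0.63 (exact sign-flip permutation test, p = 0.25). LAMB3 and ITGA2 of this list are among the genes that define the sub-cluster. LAMB3, ITGA6, COL17A1 and DST of the list are also basal markers in the score by which it was named. The direction is thus in good part a result of the clustering and the naming. For 10 of 21 genes that respond to tissue dissociation the ratio was 0.42, with values of 0.79, 0.58 and −0.11 (exact sign-flip permutation test, p = 0.5). None of the 5 p-values can pass an adjustment for the number of lists. A list for PI3K-Akt signaling was not analysed here.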

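KRT5 had a level of 197 CPM in the Basal cell_2-like cells and 40.1 CPM in sub-cluster 0 of Injury_1, 976 and 115 CPM in Injury_2, and 453 and 167 CPM in Normal_1. The differences on the scale of log2(CPM + 10), which understates the change of low genes, were 2.05, 2.98 and 1.39, with a mean of 2.14 ± 0.80 (SD, n = 3 samples). These 3 had the same direction (two-sided exact sign-flip permutation test, p = 0.25, the smallest that 3 samples allow). Normal_2, which does not enter the test, went the other way, with a KRT5 level of 132 CPM in its 9 Basal cell_2-like cells (18 UMIs) and 168 CPM in sub-cluster 0, and with 0 TP63 UMIs in the former and 20.1 CPM of TP63 in the latter. Across the alternatives the mean of KRT5 lay between 1.61 ± 1.42, with doublets removed, where Normal_2 had 10 cells and entered (SD, n = 4; exact sign-flip permutation test, p = 0.25), and 2.75, with all other kept sub-clusters in place of sub-cluster 0, an alternative chosen after the data had been seen. KRT5 also serves to name the Basal cell_2-like sub-cluster, so the direction follows in part from the naming. KRT5 was 3.14 higher on the same scale than in the UPK-high sub-cluster. TP63, in the same cells, had a level of 21.2 and 14.3 CPM in Injury_1, 45.7 and 21.4 CPM in Injury_2 and 22.8 and 16.5 CPM in Normal_1, from 16, 24 and 35 TP63 UMIs in the Basal cell_2-like cells. The mean difference was 0.50 ± 0.29 (SD, n = 3; two-sided exact sign-flip permutation test, p = 0.25), and 0.17 ± 0.68 with doublets removed (SD, n = 4; exact sign-flip permutation test, p = 0.75). Against the UPK-high sub-cluster TP63 differed by −0.39, without a shared direction between samples (exact sign-flip permutation test, p = 0.75). From the higher KRT5 of Basal cell_2 cells, the paper defines the stem/progenitor subcluster as KRT5-high TP63-expressing basal cells.

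**Figure D2:**
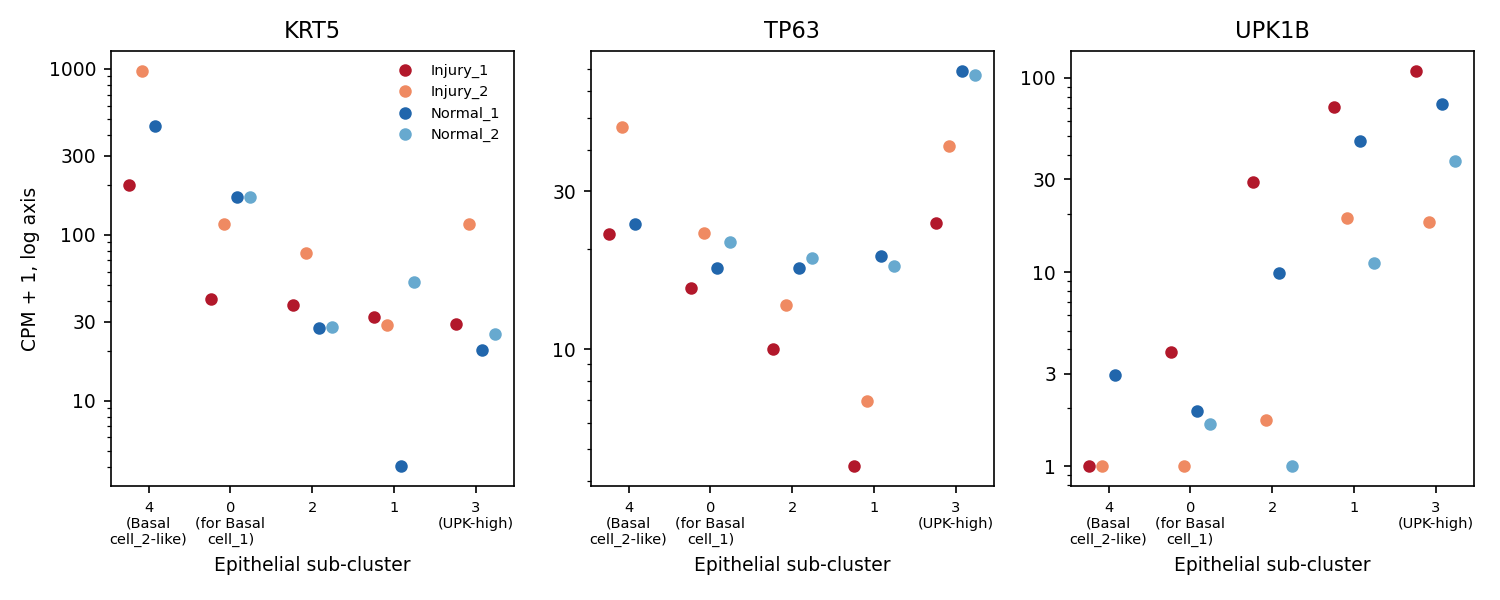
Levels of KRT5, TP63 and UPK1B in 5 epithelial sub-clusters, as CPM + 1 on log axes, with 1 point per sample that has at least 10 cells of the sub-cluster. KRT5 is highest in sub-cluster 4 within each of the 3 samples shown there (197, 976 and 453 CPM), whereas the mean level of TP63 is highest in sub-cluster 3 (49.5 CPM).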

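Monocle 2 was not used here. Diffusion pseudotime of scanpy, which measures how far each cell lies from a root cell along the paths through a graph of neighbouring cells, was computed on the integrated values of the epithelial-like cells with 15 neighbours. The root was set in the Basal cell_2-like sub-cluster, at its cell farthest from the centre of the other epithelial-like cells, which is an extreme cell by choice. An early place of this sub-cluster is thus favoured by construction and is not a test, and the order of the others carries the information. The root does not fix its median, which with 5 sub-clusters was 0.390, after the 0.360 of the UPK-high sub-cluster. No test was made, and the number of samples that show an order is given.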

As expected, Basal cell_2 cells were placed at the beginning, and then transited to Basal cell_1 cells and Intermediate cells, while Umbrella cells expressing the terminal differentiation gene KRT20 at the trajectory terminus. Moreover, comparing to Basal cell_2 cells derived from normal bladder, those derived from injured bladder revealed distinct gene signatures (Fig. 4I), and GO enriched terms of the upregulated genes indicated that Basal cell_2 cells were predicted to be activated in injured condition (Fig. 4J).

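The median pseudotime, on a scale from 0 to 1, was 0.0937 in Basal cell_2-like cells, 0.229 in sub-cluster 0, 0.309 in sub-cluster 2, 0.338 in sub-cluster 1 and 0.338 in the UPK-high sub-cluster. The sub-clusters set aside stayed in the graph and lay later than all of these, with medians from 0.386 in sub-cluster 5 to 0.804 in sub-cluster 6. The UPK-high sub-cluster lay later than sub-cluster 0 by 0.109 ± 0.0186 (SD, n = 4 samples), in 4 of 4 samples. Sub-clusters 1 and 3 were not told apart: their means over the samples were 0.339 ± 0.00145 and 0.335 ± 0.0122. Among the alternatives, the first principal component of the epithelial-like cells moved this gap most, to 0.273. With 5 sub-clusters, none stood for Basal cell_1. Without integration, no value was obtained.

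**Figure D3:**
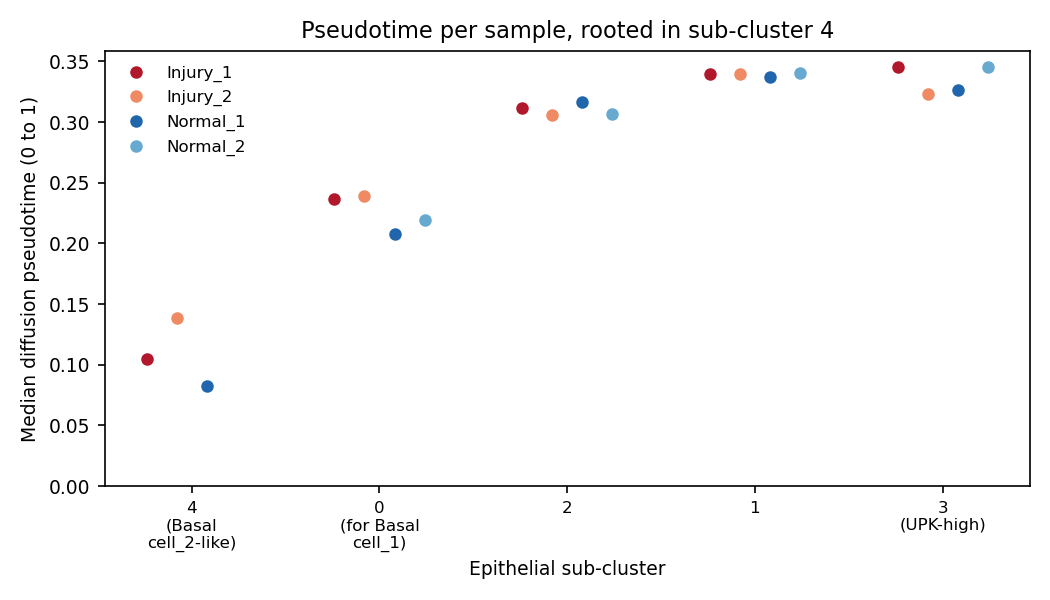
Median diffusion pseudotime (0 to 1) of the 5 epithelial sub-clusters kept, with 1 point per sample that has at least 10 cells of the sub-cluster and the root in sub-cluster 4. Sub-clusters set aside are not shown. In all 4 samples sub-cluster 0 lies below sub-cluster 3, at means of 0.226 and 0.335, while sub-clusters 1 and 3 overlap.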

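Basal cell_2-like cells numbered 68 in the injured samples and 124 in the normal samples, of which all but 9 came from Normal_1. A test with the samples as replicates needs at least 20 cells in each sample and was not made, nor was its alternative with at least 10. The values per sample therefore stand without a test, and those of Normal_2 rest on 136505 UMIs. KRT7 had a level of 492 CPM in Injury_1 and 461 CPM in Injury_2, against 138 CPM in Normal_1 and 264 CPM in Normal_2. KRT15 had a level of 4972 and 6570 CPM in the injured, against 2114 and 2886 CPM in the normal samples. CDH1 had a level of 266 and 175 CPM in the injured, against 430 and 249 CPM in the normal samples, which overlap. KRT17 had a level of 35.8 and 61.0 CPM in the injured, and those of the normal samples, 13.0 and 147 CPM, lay on both sides of them.
Single cells were also taken in place of samples as replicates, in a rank-sum test. Its limits were an adjusted p under 0.01 and a log2 fold change above 0.5 in either direction. They follow those that the paper states for cluster markers, and its text names no test for injured against normal Basal cell_2 cells. Of 5494 genes tested, 282 were called higher and 216 lower in the injured cells. These 498 genes compare the cells of a few rabbits and not the conditions. On equal numbers of 29 cells per sample, drawn 20 times, the same test called on average 429 genes between Injury_1 and Normal_1 (377 to 471), 404 between Injury_2 and Normal_1 (331 to 472) and 53.4 between the injured rabbits Injury_1 and Injury_2 (41 to 85). Between random sets of 57 and 58 Basal cell_2-like cells of Normal_1 it called 0 of 4748 genes.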

**Fig. 4:**
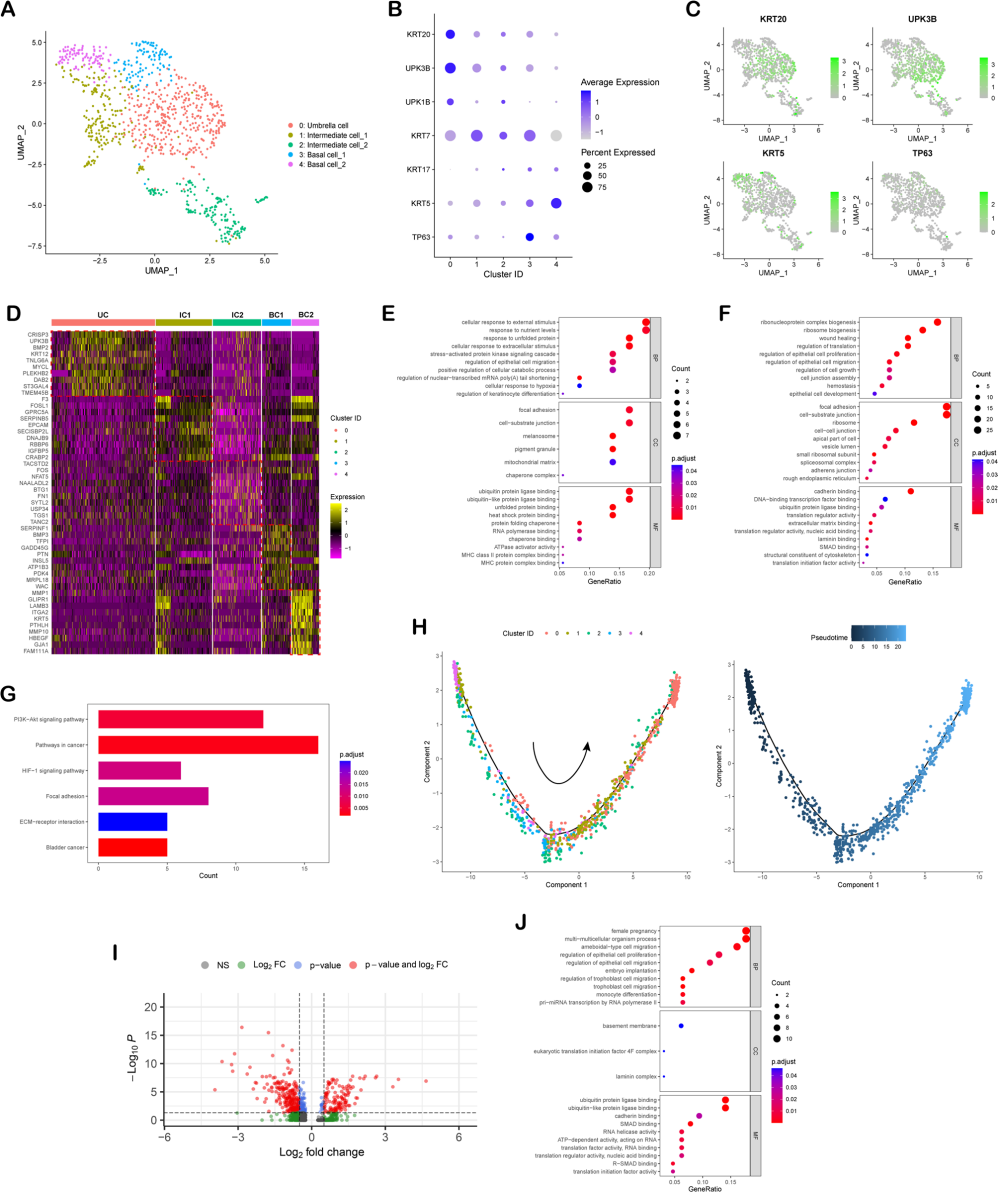
Subclustering epithelial cells shows the cell heterogeneity and lineage hierarchy of bladder urothelial cells. (**A**) UMAP visualization of sub-clustered urothelial cells, which colored by different cell types. (**B**) Dot plot shows marker genes in different clusters identified. (**C**) UMAP plot showing expression of the indicated genes in each cluster. (**D**) Heatmap for the top 10 differentially expressed genes in each cluster. Dotted lines outline differentially expressed genes. (**E**) GO analysis of upregulated genes in Basal cell_1 cells. (**F**) GO analysis of upregulated genes in Basal cell_2 cells. (**G**) Bar chart showing the significant KEGG terms of Basal cell_2 cells. (**H**) Pseudotime trajectory of urothelial cells. Cells are ordered from beginning (dark blue) to end (light blue) and colored by different cell types. (**I**) Volcano plot showing differentially expressed genes between Basal cell_2 cells derived from normal bladder and those derived from injured bladder. (**J**) GO analysis of upregulated genes in Basal cell_2 cells derived from injured bladder compared to those derived from normal bladder

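Whether TP63 and KRT5 are found in the same cells was also examined over all epithelial-like cells, without any clustering. With every cell thinned to 1000 UMIs, averaged over all possible draws, a TP63 UMI was found in 1.66% of the cells with KRT5 and 1.10% of those without it in Injury_1, in 2.20% and 1.77% in Injury_2, in 1.93% and 2.30% in Normal_1, and in 1.02% and 1.97% in Normal_2, after 17, 8, 25 and 9 shallower cells had been left out. The mean difference was −0.08 percentage points, with both signs among the 4 samples (two-sided exact sign-flip permutation test, p = 1.0). Without thinning, TP63 was found in 30.6%, 26.8%, 22.6% and 23.4% of the cells with KRT5 and in 12.0%, 20.3%, 21.3% and 30.8% of those without it in the same order of samples, a mean difference of 4.78 percentage points with the opposite sign (exact sign-flip permutation test, p = 0.5). A deeper cell can show both genes more often, and the thinning sets the cells to the same depth. It also lowers all the shares, so the differences with and without it do not show how much depth contributes. At 1000 UMIs the expected number of cells with both genes was between 0.155 and 1.06 per sample, so the shares at this depth rest on few cells. In fibroblast-like cells a TP63 UMI was found after thinning in 0.00897% of cells.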

Altogether, these single-cell transcriptome data supported the role of Basal cell_2 cells expressing TP63 and higher KRT5 as stem/progenitor cell of rabbit bladder urothelium in normal mucosa-injured conditions.

### Isolation and characterization of rabbit KRT5^high^ TP63-expressing basal cells in vitro

In order to further examine the basal cell potential for bladder tissue engineering, we isolated and expanded KRT5^high^ TP63-expressing basal cells in vitro (Fig. 5A). Bladder urothelial cells were isolated from mucosal tissue, which was surgically extracted from rabbit bladder, and expanded on irradiated 3T3-J2 feeder layer supplemented with complete medium. Phase contrast photographs showed that the primary culture of urothelial cells began to form colonies within 1 week after seeding (Fig. 5B) and reached 70% confluency by 3 weeks (Fig. 5C), which suggested a good proliferative potential. By IF staining, the expanded cells were positive for the stem/progenitor cell markers p63 and Krt5 (Fig. 5D) and proliferation marker Ki67 (Fig. 5E), while negative for Upk3a and Krt20, markers for fully differentiated urothelium (Fig. 5F). Furthermore, to evaluate the differentiational potential of KRT5^high^ TP63-expressing basal cells, we transplanted the expanded KRT5^high^ TP63-expressing basal cells into immunodeficient mice subcutaneously, over 4 weeks, the histopathology results showed that the implanted KRT5^high^ TP63-expressing basal cells could form ‘‘micro-bladder’’-like structure, and confirmed by immunostaining with Upk3a and Krt20 (Fig. 5G-J). Moreover, the heatmap in Fig. 5K showed the gene expression of cultured KRT5^high^ TP63-expressing basal cells (next to the heatmap of scRNA-seq from Fig. 4D for comparison), which revealed a homogeneous expression profile in comparison to the cluster of KRT5^high^ TP63-expressing cells.

**Fig. 5:**
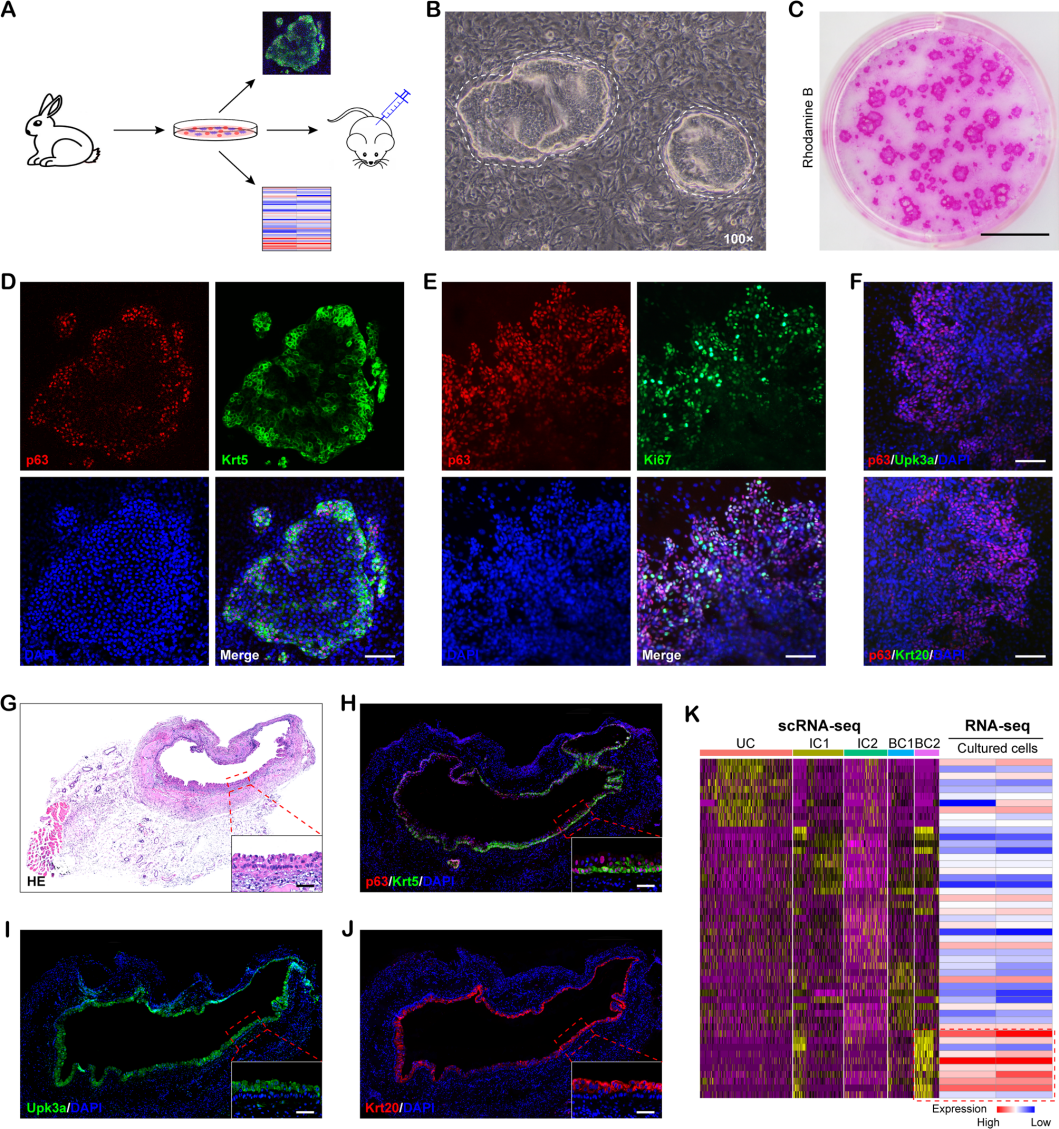
Isolation and characterization of rabbit KRT5^high^ TP63-expressing basal cells in vitro. (**A**) Schematic diagram depicting the process of experiment. (**B**) Phase contrast micrograph of colonies growing over irradiated feeder layer. Dotted lines indicate KRT5^high^ TP63-expressing basal cells colony. (**C**) Colony forming efficiency of KRT5^high^ TP63-expressing basal cells stained with Rhodamine B. (**D-F**) IF staining of colonies for the expression of p63 and Krt5 (**D**), Ki67 (**E**) and Upk3a and Krt20 (**F**). (**G**) H&E staining of xenografts derived from KRT5^high^ TP63-expressing basal cells. (**H-J**) IF staining of p63, Krt5, Upk3a and Krt20 on sequential xenograft sections. (**K**) Gene expression heatmap of 2 cultured KRT5^high^ TP63-expressing basal cells next to the cluster of KRT5^high^ TP63-expressing cells shown in Fig. 4D for ease of comparison. Red box highlights genes of interest. Scale bar: 1 cm (C), 100 μm (D-F), 50 μm (G-J)

Collectively, the above findings demonstrated that we successfully generated KRT5^high^ TP63-expressing basal cells with the capability for self-renewal and differentiation in vitro.

### Generation of bioengineered KRT5^high^ TP63-expressing basal cell sheet that can resemble the native urothelium in vivo

To explore the feasibility of using autologous KRT5^high^ TP63-expressing basal cells for urothelium tissue engineering, we performed an experimental scheme (Fig. 6A) aiming to generate a functional vascularized mucosa tissue flap based on the “hospitable soil” of capsule vascular bed. Firstly, urothelial cells isolated from rabbit bladder were seeded on temperature-responsive culture dishes with irradiated 3T3-J2 feeder layer. After 3 weeks of culture, the bioengineered KRT5^high^ TP63-expressing basal cell sheet was harvested by temperature reduction as a single contiguous cell sheet, and IF staining showing the KRT5^high^ TP63-expressing basal cell markers as p63 and Krt5 (Fig. 6B and C). Subsequently, according to the manufacturer’s instruction, the in vitro pre-fabricated KRT5^high^ TP63-expressing basal cell sheets were transplanted onto the surface of capsule vascular bed (Fig. 6D-F), which was induced 2 weeks before. The vascular bed was generated by inserting a tissue expander around the SCI artery and vein from where numerous small vessels originated after injecting water into the expander, which we can observe in gross appearance and histopathology (Fig. 6D and E). After 1 week of KRT5^high^ TP63-expressing cell sheets transplantation, the macroscopical de novo tissues could be easily distinguished from the surrounding capsular tissue, however, the size of graft decreased (Fig. 6G) and histopathological staining demonstrated that a lawn of KRT5^high^ TP63-expressing basal cells confirmed by immunostaining with p63 and Krt5 resided on the surface of capsule (Fig. 6I). Over time, the de novo tissues increased in thickness reaching up to 4–5 cell layers at 3 weeks after transplantation (Fig. 6H and J), and resembled native urothelium morphologically, comprising different cell layers discriminated by relevant markers. These results suggested that bioengineered KRT5^high^ TP63-expressing basal cell sheet could survive on the surface of capsule and displayed a good capability of proliferation and differentiation.

**Fig. 6:**
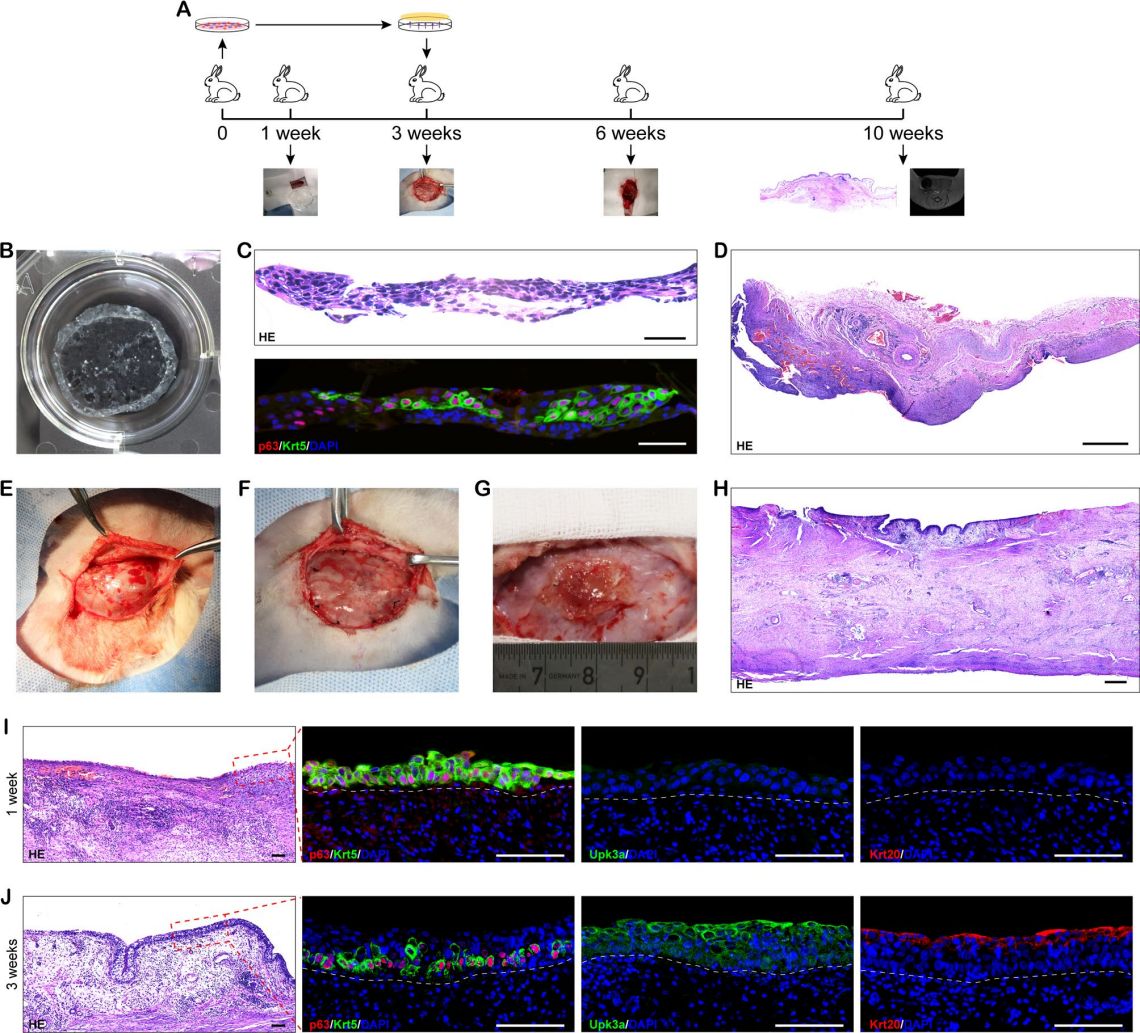
Bioengineered KRT5^high^ TP63-expressing basal cell sheet survived on the induced capsule vascular bed. (**A**) Scheme for the KRT5^high^ TP63-expressing basal cell sheet autografting experiment. (**B**) The gross appearance of a KRT5^high^ TP63-expressing basal cell sheet harvested by reducing temperature. (**C**) H&E and IF staining the cross-section of a KRT5^high^ TP63-expressing basal cell sheet. (**D**) H&E staining of the induced capsule. (**E**) Macroscopic view of the induced capsule vascular bed. (**F**) The KRT5^high^ TP63-expressing basal cell sheets were transplanted on the capsule vascular bed. (**G**) Macroscopic view of the transplanted KRT5^high^ TP63-expressing basal cells sheet on the capsule vascular bed for 1 weeks. (**H**) H&E staining of the capsule with transplanted cell sheets. (**I**,** J**) H&E staining and IF staining of the capsule with stacked KRT5^high^ TP63-expressing basal cells sheets at 1 week (I) and 3 weeks (J) after transplantation. White dashed lines indicate the sheet-capsule boundary. Scale bar: 100 μm (C), 1 mm (D, H), 100 μm (I, J)

The primary function of urothelium is to generate a robust barrier, which is maintained through tight junctions that across the superficial umbrella cells and uroplakin proteins at the apical surface of asymmetric unit membrane (AUM) plaques [14, 31]. To assess the barrier function of de novo mucosal tissue from KRT5^high^ TP63-expressing basal cells, we implanted 2 different tissue flaps to 6 rabbits and made 3 sham-operated rabbits as Control group. One month after the surgery, all rabbits survived and there was no serious complication appeared during the experiment. Subsequently, CE-MRI was conducted to detect bladder permeability in vivo, which has been validated to be a reliable way to evaluate the barrier function of bladder mucosa [32, 33]. MRI images were obtained before and over 30 min after intravesical instillation of MRI contrast agent Gd-DTPA, and the permeability of urothelium was assessed by calculating the MRI signal intensity outside the bladder around implanted segments (Fig. 7A). In Control group, there was no leakage of the Gd-DTPA contrast agent before or after instillation of Gd-DTPA. At 5 min after Gd-DTPA instillation, Gd-DTPA signals were observed outside the bladder around implanted segments in Capsule only group, and continued to diffuse and increase from 5 to 30 min. In Capsule with cells group, no significantly visible Gd-DTPA signal was detected outside the bladder which is consistent with the Control group. Quantitative assessment of MRI signals illustrated that there was a sustained increase of MRI signal intensity for the Capsule only group and was significantly higher than that obtained from Capsule with cells group and Control group (Fig. 7B). Lastly, rabbits were sacrificed and gross examination found that the lumen surface of reconstructed area in Capsule only group bladder shrunk towards the flap center and 2 of them with stone formation, in contrast, all rabbits in the Capsule with cells group demonstrated a smooth luminal surface without signs of stone formation (Fig. S5). Furthermore, histological staining showed partial urothelial coverage in the reconstructed area in Capsule only group (Fig. 7C and D), whereas, the Capsule with cells group exhibited a multi-layered urothelium lining the lumen surface of reconstructed area that was similar with the adjacent native urothelium (Fig. 7E). The reconstructed area in the Capsule with cells group expressed pronounced immunoreaction with uroplakin protein Upk3a and tight junction protein zonula occludens-1 (Zo-1) (Fig. 7F). It indicated that the de novo urothelium from KRT5^high^ TP63-expressing basal cells could keep urothelial integrity and barrier functionality.

**Fig. 7:**
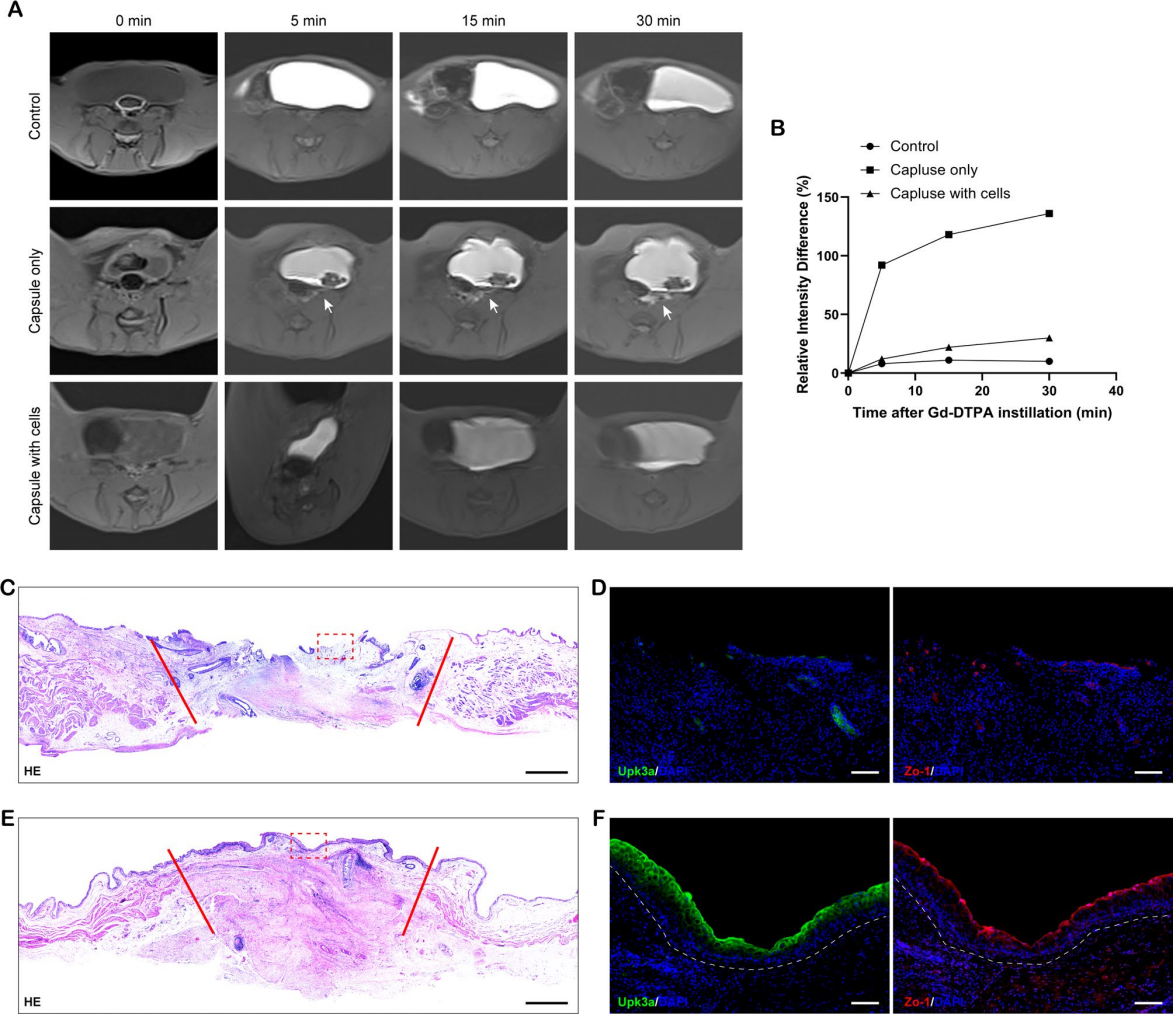
Permeability barrier function test of de novo urothelium from KRT5^high^ TP63-expressing basal cells. (**A**) CE-MRI visualization of Gd-DTPA signal from different groups. MRI was obtained before (0 min), and 5, 15, and 30 min following Gd-DTPA instillation. White arrows indicate the Gd-DTPA signals outside the bladder. (**B**) Quantitative assessment of MRI results. Percent (%) change in MRI signal intensity 5, 15, and 30 min following Gd-DTPA instillation (*n* = 3 for each group). (**C**) H&E staining of the native bladder urothelium and reconstructed area (between red lines) in Capsule only group. (**D**) IF staining of Upk3a and Zo-1 for the reconstructed area in Capsule only group (red dashed square box region in C). (**E**) H&E staining of the native bladder urothelium and reconstructed area (between red lines) in Capsule with cells group. (**F**) IF staining of Upk3a and Zo-1 for the reconstructed area in Capsule with cells group (red dashed square box region in E). Scale bar: 1 mm (C, E), 100 μm (D, F)

Overall, our results manifested that generation of KRT5^high^ TP63-expressing basal cell sheet was feasible, and KRT5^high^ TP63-expressing basal cell sheet could resemble the morphology of native urothelium on the surface of capsule. Importantly, the bioengineered urothelium implemented perfect barrier function when implanted to bladder.

## Discussions

In the present study, we provided unequivocal evidence that KRT5^high^ TP63-expressing basal cells play an essential role as stem/progenitor cells in urothelial regeneration of rabbit. Using BrdU labeling and histological methodology, we demonstrated the cell fate of KRT5^high^ TP63-expressing basal cells toward intermediate and superficial umbrella cell types after full-thickness mucosal resection. Furthermore, scRNA-seq data indicated that bladder urothelial cells can be categorized into five different clusters by gene expression characterization and gene enrichment analysis. The Basal cell_2 cells expressing TP63 and higher KRT5 serve as progenitor/stem cells giving rise to Basal cell_1, as well as Intermediate cell_1, Intermediate cell_2 and Umbrella cells in a linear sequence. Notably, we successfully expanded KRT5^high^ TP63-expressing basal cells with capability of self-renew and differentiation, and applied them as “seed cells” for bioengineered urothelium with proper histological architecture and functional barrier.

Tissue-specific stem cell is a rare population residing in specific tissue that are capable of self-renewal and directional differentiation, forming a subset of lineages within the tissue [34, 35]. In epithelial tissues, tissue-specific stem cell is the principal cell type in the cellular hierarchy for homeostasis maintenance and tissue regeneration after injury [36]. As demonstrated in the field of esophagus and trachea regeneration, autologous stem/progenitor cells have been expanded in vitro and successfully applied to reconstruct corresponding mucosa [37–39]. To the best of our knowledge, this is the first successful attempt to isolate and expand the stem/progenitor cells of bladder urothelium in vitro and use them for urothelial tissue engineering in vivo. Here we show that rabbit urothelial stem/progenitor cells near the basement membrane, characterized by co-expression of p63 and KRT5, can be isolated and expanded in vitro, and cultured KRT5^high^ TP63-expressing basal cells can transcriptionally resemble their in vivo counterparts and differentiate into intermediate and superficial umbrella cells. As a result, autologous KRT5^high^ TP63-expressing basal cells transplantation was able to reconstitute an anatomic phenocopy of the native bladder urothelium with perfect barrier function. The feasibility of large-scale expansion in vitro and competent regenerative capacity make KRT5^high^ TP63-expressing basal cells as the optimal “seed cells” for bioengineered urothelium.

Acellular and cellular scaffolds are two major approaches of tissue regeneration by tissue engineering. Preclinical studies revealed that using these strategies could regenerate bladder wall adequately in rodents [40, 41], however, the outcomes of clinical studies tended to fail. Bladder augmentation with SIS in humans showed abnormal bladder tissue with deficient urothelium, indicating that “seed cells” is indispensable for bioengineered urothelium [42]. The bioengineered bladder from cellular scaffolds also failed to improve bladder functionality and developed obvious fibrosis and underwent shrinkage over time owing to poor vascularization [8, 43]. In our rabbit experiment, capsule vascular bed can function as “hospitable soil” to supply sufficient nutrients and oxygen for KRT5^high^ TP63-expressing basal cells in vivo. The bioengineered KRT5^high^ TP63-expressing basal cell sheets can survive on the surface of capsule and resemble the morphology of native urothelium. Moreover, transferring the vascularized bioengineered urothelium with its own axial vessels to bladder can achieve functional barrier capacity similar to native urothelium. Additionally, KRT5^high^ TP63-expressing basal cell sheets were fabricated using cell sheet technology in this study, which can avoid enzymatic digestion and problems of scaffold materials lie in the immunogenicity, uncontrollable degradation, and acid production in the process of degradation [44, 45]. Furthermore, transplanting different cell sheets onto capsule vascular bed layer by layer may construct a multi-layered architecture, which is adequate for bionic reconstruction of bioengineered bladder. Therefore, it is promising to combine KRT5^high^ TP63-expressing basal cell sheets with neural and muscle components based on capsule vascular bed for developing a bioengineered bladder with proper histological structure and satisfactory features.

On the other hand, the bladder wall and urothelium are main targets for the pharmacological treatment of many bladder disorders associated with urothelial dysfunction. Hence, establishing preclinical experimental models that mimic the human bladder urothelium are indispensable for drug screening. Presently, the majority of research on the urothelium has been conducted using mouse models, however, functional differences between rodent and human bladders raise the possibility that a given drug is challenging to translate to humans [46, 47]. Although different urothelial organoids have been used for drug screening, the relevance of current organoids to urothelium in vivo remains in question because such model systems do not account for a large number of factors, including native bladder urothelium architecture and microenvironment [48–51]. The bioengineered model of this study is a promising strategy to develop biomimetic urothelium from human stem/progenitor cells in immunodeficient rabbits [52, 53]. By our strategy, the bioengineered urothelium would be more closely mimic their natural habitats within the human body providing a powerful in vivo model for pharmacology and toxicology experiments. Additionally, several bladder diseases, such as recurrent urinary tract infection, interstitial cystitis/ painful bladder syndrome (IC/PBS), radiation cystitis and bladder cancer, are thought to result from dysfunctional response of stem/progenitor cells to urothelium injury and inadequate repair of urothelium integrity [13, 54–56]. Thus, bioengineered urothelium from stem/progenitor cells of diseased bladder based on the technologies described herein would recapitulate the corresponding human disease and serve as valuable preclinical models for pathophysiological research and therapeutic development on different bladder diseases.

Transformation-related protein 63 (p63), a p53 family member, is proposed as a common stem/progenitor cell marker of several epithelial tissues [57–59], which plays a critical role in urothelium development and regeneration, suggesting that it is a key marker of putative stem/progenitor cells in the urothelium [60, 61]. Under immunohistochemical analysis, we found that p63 was positively stained in mostly intermediate and basal cells of normal rabbit urothelium and all Krt5 positive basal cells coexpression with p63 but not vice versa. Unlike the discrete distribution of Krt5 positive basal cells in rabbit, the basal layer of murine or human urothelium comprises a homogenous population of Krt5 positive cells, however, the scRNA-seq data suggest that their basal cells are also heterogeneity [62, 63]. Thus, an incorporation of more exclusive marker into Krt5/p63 panel may be desired to identify the most potent subpopulation in human urothelium. On the other hand, controversy over the cellular lineage hierarchy within the urothelium still exists, and both linear and nonlinear models of urothelial regeneration have been proposed. The linear model indicates that urothelial stem/progenitor cells locate in the basal cell populations, likely the KRT5 positive basal cells [16, 17, 19, 64]. In contrast to the linear model, the nonlinear model suggests that urothelial stem/progenitor cells are thought to reside within both the intermediate and the basal cell populations and are capable of self-renewal and/or give rise to umbrella cells [18, 20, 60]. Here the scRNA-seq data demonstrated that urothelial differentiation and regeneration occur in a linear fashion, with a single origin of basal stem/progenitor cell progressively differentiating into intermediate and superficial umbrella cells, which is consistent with the lineage hierarchy of skin epidermis and esophageal epithelium [65–67]. Regards to the nonlinear model, one possible explanation is that the incomplete mucosa injury models were used in these experiments.

Our scRNA-seq data revealed that KRT5^high^ TP63-expressing basal cells are enriched in pathways critical for epithelial proliferation and regeneration, including the PI3K-Akt and HIF-1 signaling pathways (Fig. 4G). The PI3K-Akt pathway, known to regulate cell survival, growth, and differentiation in epithelial stem cells, likely supports the proliferative burst of basal cells during injury response [68]. HIF-1 signaling, which is activated under hypoxic conditions, may facilitate metabolic adaptation during tissue repair, as observed in other regenerative contexts. While not explicitly explored here, canonical pathways such as Wnt and Notch—key regulators of epithelial stem cell maintenance and lineage commitment in skin, intestine, and bladder are hypothesized to further orchestrate basal cell activation and differentiation. For instance, Wnt signaling has been implicated in urothelial repair following bacterial injury [19], and Notch is critical for balancing progenitor self-renewal and differentiation in stratified epithelia [55]. Future spatial and temporal transcriptomic analyses will clarify the dynamic interplay of these pathways during regeneration.

The anatomical and physiological similarities between rabbit and human bladders—including multi-layered urothelium and comparable regenerative dynamics—support the translational relevance of our findings. However, several challenges must be addressed before clinical application. First, scalability: while autologous KRT5^high^ TP63-expressing basal cells circumvent immunogenicity, large-scale expansion under Good Manufacturing Practice (GMP) standards requires optimization to ensure genetic stability and differentiation fidelity. Second, microenvironmental factors: the capsule vascular bed strategy, though effective in rabbits, must be adapted to human vascular anatomy and validated for long-term functionality. Third, safety: rigorous preclinical studies are needed to exclude tumorigenic risks, particularly given the proliferative nature of basal cells. Ethical considerations, such as the use of autologous versus allogeneic cells and compliance with regulatory frameworks for engineered tissues, further underscore the complexity of translation.

## Conclusion

In conclusion, our study reveals that KRT5^high^ TP63-expressing basal cell, serving as putative stem/progenitor cells in homeostatic maintenance and regeneration of the mucosa following injury, could be the optimal “seed cells” for bioengineered urothelium. Importantly, the strategy of urothelium engineering described herein would provide numerous applications in near future. Combining KRT5^high^ TP63-expressing basal cell sheets with neural and muscle components layer by layer on capsule vascular bed may construct a multi-layered architecture with proper histological structure and satisfactory features, which is a promising alternative to gastrointestinal tissue for bladder regeneration. Moreover, the bioengineered urothelium from KRT5^high^ TP63-expressing basal cells of normal or diseased human bladder would be a versatile and powerful tool for drug screening and the identification of novel therapeutic targets on different bladder diseases.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The raw data files of RNA-seq have been deposited in the Gene Expression Omnibus GEO data repository under accession code GSE297503. All other data supporting the findings of this study are available from the corresponding author upon request ().

How the deposited data were processed for this re-analysis (not part of the article)

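Single-cell RNA sequencing was carried out on the bladder of 4 rabbits, 2 sampled on day 10 after injury (Injury_1 and Injury_2) and 2 normal ones (Normal_1 and Normal_2), with 1 library per rabbit and no pooling. The authors made UMI counts per gene and cell barcode with Cell Ranger 6.0.1, which also chose the barcodes that hold cells. The counts are whole numbers without normalization, and the lowest UMI total of a barcode was 500 in Injury_1, 501 in Injury_2, 501 in Normal_1 and 502 in Normal_2. The authors' later filter on UMIs, genes and mitochondrial share had not been applied to these counts and was applied here. The mitochondrial share was taken over 13 mitochondrial protein genes. The other experiments of the paper were not analysed here.

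Cells were normalized, integrated and clustered with Seurat 5.3.0 in R 4.3.3, and the epithelial-like cells were clustered again on the integrated values. Clusters were named by a score over fixed markers, with at least 3 markers of the class raised, and a cluster stayed unnamed where most of its cells had a high doublet score, where its leading 10 genes held more markers of another class than of its own, or where it was low in UMIs with no marker of its own among them. Among the epithelial sub-clusters, those with few UMIs, those led by proliferation genes and those with at least 2 markers of other classes among their leading 10 genes were set aside. Doublet scores came from Scrublet in scanpy 1.11.5. Diffusion pseudotime came from scanpy with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Gene Ontology, KEGG and Monocle 2 were not used here.

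Comparisons between injured and normal samples used UMI counts summed per sample and class, where every sample had at least 20 cells of the class. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 after filterByExpr and TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The same edgeR test was applied to the number of cells per class. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry beside it. DESeq2 1.42.0 was an alternative. Comparisons of single values between conditions used two-sided exact permutation tests, which cannot go below 0.333 with 2 samples against 2. Comparisons between sub-clusters of the same sample used two-sided exact sign-flip permutation tests, which cannot go below 0.25 with 3 samples or 0.125 with 4, over samples with at least 10 cells of the sub-cluster. Levels were compared as log2(CPM + 10). For the share of cells with a UMI, each cell was thinned to 1000 UMIs, and the share is the expectation over all possible draws. Shares of classes carry 95% Wilson intervals, which cover counting error and not the difference between rabbits, and a count of 0 was given the limit that 3 cells would set.

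The methods were tested on simulated data. Among counts drawn with the dispersion of these samples, with 200 genes changed, the edgeR test recovered 23.5% of the genes with a 4-fold change in epithelial-like cells, 46.4% in fibroblast-like and 57.6% in endothelial-like cells, and 0%, 3.06% and 4.08% of those with a 2-fold change. Of its calls, 3 of 26, 1 of 49 and 11 of 72 were false. A 2-fold change was thus mostly out of reach, and a gene that was not called is not thereby unchanged. In 20 simulations of cell numbers with a 4-fold rise, all raised classes were called, and 3.57% of the others. Here the spread between rabbits was set in advance and not taken from these samples, and each class was drawn independently of the others. These simulations therefore do not show how often such a rise would be found in these data. With the genes of 1 list raised 2-fold, camera gave an adjusted p of 5.7e-07 and fry one of 0.0358.

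Genes were named by a rule: every gene that the paper's text names for these data, KRT7 and KRT17 of Fig. 4B, and in each comparison the 3 genes with the largest increase and the 3 with the largest decrease among those past the threshold, with a symbol, a mean of at least 20 CPM in the higher group, and both injured samples on the same side of both normal samples. EREG falls outside this rule and was chosen after its values had been seen. The number of foreign markers that sets a sub-cluster aside, the need for a positive basal score in the sub-cluster that stands for Basal cell_1, and the thinning by expectation in place of 1 random draw were also decided after the data had been seen. The test of sub-cluster 0 alone replaced an earlier one on the called genes, whose outcome was fixed by the choice of genes.

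The alternatives were stricter limits on cells, removal of the 5% of cells with the highest doublet scores, other clustering resolutions, 20 principal components, no integration, other scalings and filters of the counts, DESeq2, the number of the rabbit as a block, other pseudocounts and depths, and the leaving out of each sample in turn. There were 5 alternatives that were added after the data had been seen: all other kept sub-clusters in place of sub-cluster 0 for KRT5 and for TP63, 1 random draw of UMIs, the kept sub-clusters alone as the others for the gene lists, and fibroblast-like cells together with the unnamed cluster that has fibroblast markers. Genes without a symbol entered every test but are not named, and the results of some genes with a symbol are not reported.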

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

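The tests of sub-cluster 0 alone, of the basement membrane list within sub-clusters and of neutrophil RNA were chosen only after the results were seen, and the comparison of EREG was made after its values were seen. The paper does not report a comparison of injured and normal samples over all epithelial cells, and the results of this part come from that comparison and from those of fibroblast-like and endothelial-like cells.

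In all epithelial-like cells, edgeR called 117 of 7046 genes at an adjusted p under 0.05, of which 44 were higher and 73 lower in the injured samples, and 1441 genes had an unadjusted p under 0.05. In 54.0% of the genes both injured samples lay on the same side of both normal samples, where chance gives 33.3%, against 42.5% in fibroblast-like and 37.7% in endothelial-like cells. In fibroblast-like cells 0 of 8826 genes were called and 924 had an unadjusted p under 0.05, and in endothelial-like cells 0 of 7510 were called and 527 had one. Whether the classes differ was not tested. The count depended on the method, with 513 genes from DESeq2 and 967 without a filter on low counts. With library totals in place of TMM the median log2 fold change of all genes moved from −0.0039 to 0.23, and 57.1% of the called genes were higher against 37.6%, so the balance of the directions depends on the scaling. In fibroblast-like cells the same change moved the median from 0.0053 to −0.12.

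Of the genes with the largest increase, SLC44A4 had a log2 fold change of 4.46 (standard error 0.37, adjusted p = 0.0273 from edgeR, 4.12 to 4.77 with each sample left out in turn), and PIGR one of 5.28 (standard error 0.82, adjusted p = 0.0436 from edgeR, 4.00 without Injury_2). S100A12 had 4232 UMIs in the injured and 1 UMI in the normal samples, a ratio of 2735 with a 95% counting interval of 491 to 108037. Its fitted log2 fold change was 11.18 (standard error 1.65, adjusted p = 0.0425 from edgeR), 8.93 without Injury_2 and 13.91 without Normal_1, values that depend on the prior count. Of the genes with the largest decrease, AQP8 had a log2 fold change of −5.05 (standard error 0.36, adjusted p = 0.0273 from edgeR) and LAMA3 one of −4.74 (standard error 0.55, adjusted p = 0.0284 from edgeR, −3.83 without Normal_2). Both injured samples lay on the same side of both normal samples for each of these genes.

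RNA of immune cells, which were more frequent in the injured samples, does not account for most of the genes that rose: 4.55% of the 44 called higher (2 genes) were at least 4 times higher in the immune classes than in the epithelial-like cells. Other shares of the sub-clusters do not account for the number of genes either, since sub-cluster 0 alone gave 380 called genes of 5116 (169 higher, 211 lower), and 92 of the 117 were called there, all in the same direction. For S100A12 and PIGR, sub-cluster 9, with 16 of its 17 cells from Injury_2, held most of the S100A12 UMIs of Injury_2. Without it, S100A12 had a level of 50.1 CPM in Injury_1 and 36.9 CPM in Injury_2 against 0.190 CPM and 0 in Normal_1 and Normal_2, and PIGR one of 43.8 and 67.3 CPM against 3.03 and 1.32 CPM, so that the lowest ratio of an injured sample to the higher normal sample was 14.4 over the 2 genes. S100A12 is also high in neutrophil-like cells (2071 CPM in Injury_1 and 764 CPM in Injury_2). If all the S100A8 of the epithelial-like cells outside sub-cluster 9 came from neutrophils, neutrophil RNA would bring at most 6.06% of their S100A12. This holds at the ratio of the neutrophil-like class as a whole. S100A12 was among the leading genes only in its cluster of 214 cells, with a median of 699.5 UMIs, and not in its cluster of 233 cells, with a median of 8648. The ratio within the shallower cluster was not measured, so RNA of those cells is not bounded by this value. The injury itself, 10 days before sampling, stays open. Neither the labels nor the paper name a batch, so a difference in the preparation of the samples that followed the 2 conditions was not tested.

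The basement membrane adhesion genes were lower in the injured epithelial-like cells, with a median log2 fold change of −1.71 over the 6 genes tested (camera of limma, adjusted p = 8.3e-10 over 5 lists). With fry the adjusted p was 0.109, so the call does not hold there. LAMA3, LAMB3 and ITGA2 were called over all genes, and 6 of 6 were called when adjusted over the list alone (ITGA3, ITGA6 and DST besides). With library totals the median was −1.47. The other lists were not called by camera: ribosomal proteins −0.57 (adjusted p = 0.0851), proliferation −0.57 (0.875), hypoxia response −0.49 (0.338) and dissociation stress −0.29 (0.657). A smaller share of Basal cell_2-like cells in the injured samples does not account for it. These were 39 of 566 epithelial-like cells in Injury_1, 29 of 354 in Injury_2, 115 of 441 in Normal_1 and 9 of 171 in Normal_2, so that Normal_1 alone had a larger share than the injured samples, while the summed level of the list over all epithelial-like cells was 905, 707, 1796 and 1716 CPM in the same order. With 5 sub-clusters, the broader one with high KRT5 did hold a smaller share in both injured samples. It held 156 cells of Injury_1, 105 of Injury_2, 184 of Normal_1 and 86 of Normal_2, of the same epithelial-like totals. How much this share contributes was not measured. The summed level of the list differed in sub-cluster 0 by 110.9% of the difference in all epithelial-like cells, and in sub-cluster 1 by 60.3%, although in sub-cluster 1 the samples of the conditions overlapped. The injury stays open, and a difference in preparation was not tested.

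EREG in fibroblast-like cells, chosen after its values had been seen, had a log2 fold change of 8.22 (standard error 0.58), which was not called (adjusted p = 0.119 from edgeR). Its adjusted p was 1.9e-46 with DESeq2, 1.3e-13 without a filter, 0.0021 with the number of the rabbit as a block, and between 0.0899 and 0.118 with library totals, with doublets removed and with the unnamed cluster added. There were 4486 and 2698 EREG UMIs in Injury_1 and Injury_2, against 6 and 15 in Normal_1 and Normal_2, and 18.9%, 15.8%, 0.402% and 0.242% of the fibroblast-like cells had one. RNA of immune cells does not account for it, since EREG in the immune classes was at most 0.0284 times its level in the fibroblast-like cells of the same injured sample. The injury stays open, and a difference in preparation was not tested.

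Of the 117 genes, 98 were also tested in fibroblast-like cells, where 20 had both injured samples on the other side of both normal samples than in the epithelial-like cells and 31 on the same side. In endothelial-like cells, of 87 tested, 11 lay on the other side and 35 on the same side. Chance would place 16.3 and 14.5 genes on each side, so the counts on the other side are near chance or below it, and those on the same side are above it. The difference between the classes was not tested, and no technical explanation was tested for it.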

How the results depend on the processing

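The alternative of all other kept sub-clusters in place of sub-cluster 0, and the 4 others named as added in the processing summary, were chosen after seeing the data. Over 32 compared values and 223 alternatives, 180 were unchanged, 5 were weaker, 2 stronger, 21 moved and 15 reversed. A test was unchanged if it kept direction and side of the threshold, and a count if it stayed within 1.5 times. A value without a test had to stay within the SD or standard error of the main value, where there was one. For the 16 genes named, 155 alternatives gave 128 unchanged, 1 weaker, 7 stronger, 16 moved and 3 reversed. The causes were not tested unless stated. The immune share kept its direction under all alternatives, between 8.17 and 20.5 percentage points, as did KRT5 (1.61 to 2.75) and TP63 (0.17 to 0.68) in Basal cell_2-like cells against sub-cluster 0. For these 2 genes, the resolution with 5 sub-clusters and the clustering without integration gave no value.

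TP63 in cells with and without KRT5 differed by 4.78 percentage points without thinning, where the cells differ in depth. Whether depth makes this difference was not tested, and Normal_2 went the other way there (23.4% against 30.8%). With 1 random draw of UMIs the difference was −2.36, from draws that held 0 cells with both genes in each sample. It lay from −0.30 to 0.21 across the 4 fits that each left out one replicate. In gene lists of Basal cell_2-like cells, the clustering without integration, where 1 sample had a value, gave 0.22 for ribosomal proteins, −0.033 for proliferation, 0.59 for basement membrane adhesion and −0.25 for dissociation stress. With 5 sub-clusters proliferation was −0.27. The pseudotime gap was 0.135 with 30 neighbours and 0.273 on the first principal component. Clusters numbered 19 at resolution 0.3, and epithelial sub-clusters 5 at the resolution chosen for that number.

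In epithelial-like cells, DESeq2 called 513 genes, no filter 967 and library totals 177. In fibroblast-like cells DESeq2 called 251 and no filter 409, and in endothelial-like cells DESeq2 called 54 and no filter 3. The basement membrane list, with a median of −1.71, was not called by fry. Basal cell_2-like cells were not tested between conditions under the alternatives set for that comparison, because Normal_2 had 9 of them, and 10 with doublets removed. With 5 sub-clusters, the one with high KRT5 had 86 cells in Normal_2 among 531 in all, and it was not tested.

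With the number of the rabbit as a block, 58 genes were called in epithelial-like cells (44 of them among the 117), 82 in fibroblast-like and 3 in endothelial-like cells. The rabbits of the conditions are different animals and only share a number, and 2 pairs are too few to test a pairing. Across genes, the correlation of samples with the same number was 0.0930, 0.190 and 0.148 in the 3 classes. The block costs a degree of freedom, and the number of calls moved with it.

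In cell numbers, T cell-like cells had 1.61 at resolution 0.3 and were not called there (adjusted p = 0.0576 from edgeR, and 0.0151 to 0.434 over the alternatives). Without integration, fibroblast-like cells had 0.051 and smooth muscle −0.31. TMM factors gave −1.55 for fibroblast-like and −2.11 for endothelial-like cells, which were then called, −1.06 for smooth muscle and −0.74 for epithelial-like cells, and 0.55, 0.78 and 1.35 for T cell-, macrophage- and neutrophil-like cells, which were not called. Leaving out each replicate moved fibroblast-like cells from −0.53 to 0.39, smooth muscle from −0.024 to 0.34, epithelial-like cells from −0.38 to 1.47, B cell-like cells from 2.21 to 3.90 and neurones from 0.31 to 2.61. Among named genes in epithelial-like cells, the same ranges were −1.15 to 2.23 for UPK1B, −1.48 to 0.066 for KRT5 and −2.29 to 0.14 for KRT17. PIGR was not called with the block (4.84). The depth limits what can be said of TP63, whose thinned shares rest on few cells, and the 2 samples per condition limit the gene tests to changes well above 2-fold.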

Differences from the paper's values

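The paper's number of clusters of all cells is 11, and 30 clusters were found here at the resolution that the paper gives. None of the alternatives set before the data were examined closed the gap: resolution 0.3 gave 19, 20 principal components and the removal of doublets each gave 27, and stricter limits on cells and no integration each gave 28.

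The paper's number of epithelial sub-clusters is 5, and 10 were found here. Resolution 0.4 gave 7, which is within 1.5 times the paper's number but not equal to it. The lowest resolution with 5 was chosen for that number. The removal of doublets, with 8, and no integration, with 9, were further away.

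The epithelial share of the cells of Injury_1 is about 5.1% in Fig. 3G, read by eye, and was 9.31% here. None of the alternatives set before the data were examined closed the gap, with values from 9.04% to 9.40%. The shares of the normal samples also lay above those of the figure, at 10.2% against about 5.5% in Normal_1 and 2.84% against about 0.8% in Normal_2. Both values of a sample come from the same library, so the spread between rabbits does not measure these gaps. In Injury_2 the share was 6.40% against about 6.5%.

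The paper's numbers of cells after quality control are 11,029 injured and 9,819 normal cells, and 11610 and 10335 were kept here with the limits that it gives. With the 5% of cells of each sample that had the highest doublet score removed, 11030 and 9819 were left.

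The paper places Umbrella cells at the end of the trajectory. It defines them by UPK genes and KRT20, whereas the UPK-high sub-cluster was chosen from UPK1B and UPK3B alone. Its mean UPK3B, 160 CPM, was no higher than that of sub-cluster 1, 188 CPM, so the UPK-high cells need not be the paper's Umbrella cells. Here, the median pseudotime of the UPK-high sub-cluster, 0.338, was also that of sub-cluster 1, and with 5 sub-clusters the sub-cluster with high KRT5, in which the root was set, had a median of 0.390 against 0.360 for the UPK-high one. With doublets removed the UPK-high sub-cluster, at 0.392, lay just before another at 0.393. Under 4 other alternatives it was the last of the sub-clusters kept, by 0.340 against 0.329 at resolution 0.4, 0.465 against 0.459 with 30 neighbours, 0.748 against 0.742 without integration, where 1 or 2 samples had a value in these sub-clusters, and 0.751 against 0.723 on the first principal component.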

Other observations

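The tests of neighbours without integration, of TP63 in the UPK-high sub-cluster against both basal sub-clusters, of the loss of a large class and of the cell numbers were chosen only after the results were seen.

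The genes called between injured and normal Basal cell_2-like cells with cells as replicates may include differences between single rabbits. The test between Injury_1 and Injury_2 called 12.8% of the mean number called between each of them and Normal_1. This compares a single normal rabbit with the injured ones, so the condition and that rabbit cannot be told apart.

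The low-UMI epithelial sub-cluster had 130 cells with 0.206% to 1.58% mitochondrial UMIs, against 8.36% to 10.9% in the other epithelial-like cells of the same samples. Cells that had lost their cytoplasm would have less ribosomal protein RNA, but its level relative to the other epithelial-like cells was 0.935 in Injury_1, 1.06 in Injury_2, 1.37 in Normal_1 and 1.09 in Normal_2. No biological explanation was tested.

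The unnamed cluster with fibroblast markers came almost from the injured samples alone. A candidate explanation is a state that the other fibroblast-like cells of these samples share in part. Of its 10 leading genes, 7 had both injured samples above both normal samples in the other fibroblast-like cells, where 21.2% of all genes did, with a median log2 fold change of 1.33, but 0 were called by edgeR, where 924 of all genes had an unadjusted p under 0.05. The samples are too few to decide, and such a state and cells of the cluster that were counted among the others cannot be told apart.

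Without integration, 90.7%, 84.4%, 95.9% and 78.4% of the neighbours of the epithelial-like cells of Injury_1, Injury_2, Normal_1 and Normal_2 came from the same sample. Among neighbours from other samples, the other rabbit of the same condition was 1.90, 1.66, 3.05 and 1.46 times as frequent as its number of cells predicts. Part of the separation may thus follow the injury, which stays open, and a difference in preparation was not tested.

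TP63 in the UPK-high sub-cluster could have come from basal cells caught with these cells or from their free RNA. At the ratio of KRT5 to TP63 in Basal cell_2-like cells, all the KRT5 of the UPK-high cells would bring 13.0% of their TP63 UMIs in Injury_1, 13.4% in Injury_2 and 1.41% in Normal_1, so that source accounts for little of it. At the ratio in sub-cluster 0 it would bring 43.1% in Injury_1 and 53.0% in Injury_2, but 2.78% in Normal_1 and 4.35% in Normal_2. RNA or cells of sub-cluster 0 thus account for little of it in the normal samples, whereas in the injured samples such a source stays open for part of it. No biological explanation was tested.

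A loss of 1 large class from the injured samples would raise the shares of all other classes alike. The mean share of T cell-like cells was 3.36 times that of the normal samples, that of macrophage-like cells 3.89 times, of neutrophil-like cells 6.08 times, of B cell-like cells 8.98 times and of mast cell-like cells 3.01 times, that of neurones 2.07 times, that of epithelial-like cells 1.20 times, that of smooth muscle and pericytes 1.11 times, that of fibroblast-like cells 0.906 times and that of endothelial-like cells 0.523 times. The classes thus did not change alike. The injury stays open, and a difference in preparation was not tested.

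The cell numbers after quality control could have included a removal of 5% of the cells of each sample after the filter. This left 11030 injured and 9819 normal cells here, against the paper's 11,029 and 9,819. The paper's text names no such step, and no biological explanation applies.

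RNA of immune cells among the genes higher in injured fibroblast-like and endothelial-like cells was not tested. With the main edgeR settings no gene was called there, and 924 and 527 genes had an unadjusted p under 0.05. Without a filter on low counts, edgeR called 266 genes higher in fibroblast-like and 3 in endothelial-like cells. With the number of the rabbit as a block it called 61 and 3 higher. These genes were not examined for RNA of immune cells.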
